# STAT3 Activation in Skeletal Muscle Links Muscle Wasting and the Acute Phase Response in Cancer Cachexia

**DOI:** 10.1371/journal.pone.0022538

**Published:** 2011-07-20

**Authors:** Andrea Bonetto, Tufan Aydogdu, Noelia Kunzevitzky, Denis C. Guttridge, Sawsan Khuri, Leonidas G. Koniaris, Teresa A. Zimmers

## Abstract

**Background:**

Cachexia, or weight loss despite adequate nutrition, significantly impairs quality of life and response to therapy in cancer patients. In cancer patients, skeletal muscle wasting, weight loss and mortality are all positively associated with increased serum cytokines, particularly Interleukin-6 (IL-6), and the presence of the acute phase response. Acute phase proteins, including fibrinogen and serum amyloid A (SAA) are synthesized by hepatocytes in response to IL-6 as part of the innate immune response. To gain insight into the relationships among these observations, we studied mice with moderate and severe Colon-26 (C26)-carcinoma cachexia.

**Methodology/Principal Findings:**

Moderate and severe C26 cachexia was associated with high serum IL-6 and IL-6 family cytokines and highly similar patterns of skeletal muscle gene expression. The top canonical pathways up-regulated in both were the complement/coagulation cascade, proteasome, MAPK signaling, and the IL-6 and STAT3 pathways. Cachexia was associated with increased muscle pY705-STAT3 and increased STAT3 localization in myonuclei. STAT3 target genes, including SOCS3 mRNA and acute phase response proteins, were highly induced in cachectic muscle. IL-6 treatment and STAT3 activation both also induced fibrinogen in cultured C2C12 myotubes. Quantitation of muscle versus liver fibrinogen and SAA protein levels indicates that muscle contributes a large fraction of serum acute phase proteins in cancer.

**Conclusions/Significance:**

These results suggest that the STAT3 transcriptome is a major mechanism for wasting in cancer. Through IL-6/STAT3 activation, skeletal muscle is induced to synthesize acute phase proteins, thus establishing a molecular link between the observations of high IL-6, increased acute phase response proteins and muscle wasting in cancer. These results suggest a mechanism by which STAT3 might causally influence muscle wasting by altering the profile of genes expressed and translated in muscle such that amino acids liberated by increased proteolysis in cachexia are synthesized into acute phase proteins and exported into the blood.

## Introduction

Cachexia, or progressive wasting of fat and skeletal muscle despite adequate nutrition, is a pervasive and devastating complication of cancer [1], [2], [3]. Cachexia afflicts more than half of all cancer patients and results in weakness, diminished quality of life, poor response to therapy, and susceptibility to illness. Moreover, cachexia itself is responsible for 25–30% of all cancer-related deaths [1], [2]. Currently, there are no approved, effective treatments for muscle wasting in cancer.

Clinically, cancer cachexia is defined as weight loss of at least 5% in the presence of underlying illness with associated muscle weakness, fatigue, anorexia, low lean body mass and abnormal biochemistry, including increased inflammation, anemia and low serum albumin. Weight loss of 5%, 10% or 15% total body weight is referred to as mild, moderate or severe cachexia, respectively, and both weight loss and the rate of weight loss correlate positively with mortality [4]. The etiology of cachexia is multi-factorial. Although a subset of patients experience early satiety and anorexia, studies have demonstrated that nutritional intake in cachectic patients should be sufficient to maintain body weight, but they lose weight regardless [5]. As well, cachectic patients can be hypo-, normo-, or hyper-metabolic with respect to resting energy expenditure, suggesting that alterations of metabolic rate alone cannot be responsible for the observed loss of body mass [2]. Furthermore, tumor competition for metabolic fuels is an unsatisfactory explanation of cachexia, both because pinpoint tumors can produce cachexia and because human tumors of 500 g or larger do not necessarily induce wasting [6].

The systemic metabolic derangements noted in cancer cachexia are also observed with other forms of systemic inflammation [7]. Cytokines, including Tumor Necrosis Factor (TNF)/cachectin, interleukin (IL)-1α, IL-1β, interferon-γ, and IL-6 have been implicated in cachexia both through experimental manipulation in mouse models and by association of serum levels in patients with cachexia [6], [7]. IL-6 is a multifunctional cytokine involved in a variety of host defenses and pathological processes [8]. Others and we have shown that IL-6 administration to mice is sufficient to induce wasting of muscle and fat stores and in the most severe cases, ultimately death [9], [10], [11], [12], [13], [14]. As well, IL-6 plays a substantial role in inducing cachexia in mice bearing the colon-26 cancer cell line and the uterine cancer line, Yomoto, as administration of IL-6 blocking agents reduce muscle wasting in those models [15], [16], [17], [18]. Serum IL-6 is a sensitive predictor of weight loss, including in patients with advanced small cell lung cancer [19] and colon cancer [20]. IL-6 and other gp130 ligands such as LIF and CNTF are thought to mediate cachexia through a combination of anorexia, lipid catabolism, insulin resistance, and effects on protein synthesis and degradation. However, the molecular pathways regulated by IL-6 in skeletal muscle that lead to muscle wasting are unknown.

IL-6 acts on cells by binding the IL-6 receptor α-chain (IL-6Rα), also known as gp80, either in its membrane-bound or soluble form, inducing dimerization of gp130 and activation of its associated Janus kinases (JAKs), which tyrosine phosphorylates gp130 [21]. These events result in the activation of two major signaling pathways, STAT3, and the mitogen-activated protein kinase (MAPK/ERK) cascade. STAT3 activation by tyrosine phosphorylation leads to dimerization and nuclear translocation, DNA binding and modulation of gene expression. In cooperation with c-Jun and various forms of the transcription factor CAAT enhancer-binding protein (C/EBP), IL-6 signaling through STAT3 up-regulates acute phase response protein gene expression in the liver. The acute phase response is a generalized response of the innate immune system, consisting of some 40 genes up-regulated up to several thousand-fold upon stimulation [22].

Tisdale and Fearon with co-workers have linked cancer cachexia with persistent elevations in acute phase response proteins in serum [23], [24], [25]. Approximately 50% of all cancer patients demonstrate increased serum acute phase response proteins at the time of cancer diagnosis, and the percentage of cancer patients with an elevated serum acute phase response increases with disease burden and stage [24], [26]. Elevated levels of fibrinogen are observed in many malignancies, including lung and melanoma, and increased expression correlates with a bleak outcome [27], [28]. Current models posit that tumor and host derived factors induce proteolysis in order to fuel a chronic hepatic acute phase response. Production of acute phase response proteins in the liver requires catabolism of structural proteins in skeletal muscle as a source of amino acids. Given the differences in amino acid utilization in muscle proteins versus acute phase reactants, up to 2.6 g of muscle protein or 12 g of muscle tissue may be wasted to synthesize 1 g acute phase response proteins [29].

We sought to determine potential relationships between elevated cytokines, the acute phase response and wasting in cancer. Here we report characterization of the serum cytokines and the muscle transcriptome in the colon-26 adenocarcinoma model of cancer cachexia. We provide evidence of STAT3 activation, target gene expression and the acute phase response in both liver and skeletal muscle in these mice, providing a molecular link between these observed phenomena.

## Results

### Colon26 model of cancer cachexia

Implantation of colon-26 (C26) adenocarcinoma cells into Balb/c or CD2F1 mice is a classic model of cancer cachexia [30], [31]. As in most cancer patients, food intake is not reduced in C26 cachexia and IL-6 levels are elevated [30]. Interventions that reduce IL-6 in this model also inhibit wasting [15], [16], [17], [18]. In our hands, CD2F1 female mice injected with C26 cells experienced progressive declines in total body weight (Figure 1A-B). Mice were sacrificed at 10% weight loss (19 days after injection) and 15% weight loss (24 days), reflecting moderate and severe cachexia. The decline in total body weight was accompanied by a proportionately greater loss of muscle mass (Figure 1C). Quadriceps weight decreased 23.7% ( *p*<0.001 vs. PBS-injected controls) in moderately cachectic mice and 24.4% ( *p*<0.001) in severely cachectic mice. Similarly, gastrocnemius muscle weights declined 25.2% ( *p*<0.001) in moderate cachexia and 30.0% ( *p*<0.001) in severe cachexia. Such declines in muscle mass are known to result from increased protein degradation due to an activation of the proteolytic machinery [32] as well as from loss of specific muscle proteins, such as Myosin Heavy Chain (MyHC) [33]. Consistent with a loss in muscle protein, soluble quadriceps protein content (that measured in standard protein extracts) was reduced in both disease states (Figure 1G). Moreover, MyHC was significantly reduced in both moderate (−69%, p<0.01) and severe (−81%, p<0.01) cachexia (Figure 1E–F).

**Figure 1:**
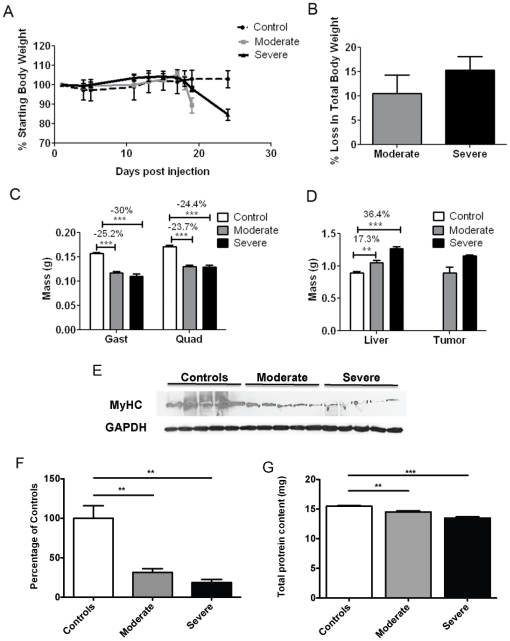
Characterization of C26 cachexia. A, B, Body weight changes for control mice and for mice injected with C26 tumor cells. Mice euthanized on day 19 had lost ∼10% body weight, considered moderate cachexia. Mice euthanized on day 24 had lost ∼15% body weight, considered severe cachexia. C, Significantly decreased quadriceps and gastrocnemius weights were observed with C26 cachexia. Differences were not significant in muscles from moderate versus severe cachexia. D, Liver weight and tumor weight both increased with severity/duration of cachexia. E, Representative Western blotting for Myosin Heavy Chain (MyHC) in quadriceps muscle from both control and tumor bearing mice. F, Densitometric quantification of the Western blotting for MyHC protein shows a marked reduction in both moderate (−69% vs. controls) and severe (−81% vs. controls) cachexia. G, Total protein content in quadriceps muscle from control and tumor-bearing mice. Protein content is significantly reduced in both moderate (−7% vs. controls) and severe (−13% vs. controls). n = 4–5 per group; **P<0.01, ***P<0.001.

In contrast to muscle wasting, total liver mass increased 17.3% ( *p*<0.01) in moderate cachexia and 36.4% (*p*<0.001) in severe cachexia (Figure 1D). Tumor size also increased with time and wasting (Figure 1D), as did spleen size (data not shown).

Plasma analyte profiling of both moderately and severely cachectic mice revealed that circulating levels of IL-6 and three other gp130 ligands, IL-11, leukemia inhibitory factor (LIF) and Oncostatin M were significantly increased in tumor-bearing mice (Table 1). Levels of Tumor Necrosis Factor (TNF), IFN-γ and IL-1α, three other cytokines frequently associated with cachexia, were significantly elevated as well. Serum levels of the IL-6 responsive acute phase reactants fibrinogen, haptoglobin and Von Willebrand Factor were also markedly induced in response to the tumor. Unlike in humans, C Reactive Protein (CRP) is not an acute phase protein in mice and was not elevated in cachexia. This elevation of plasma IL-6 and the acute phase response proteins, combined with the increase in liver mass are consistent with the known effects of IL-6 in mediating the hepatic acute phase response [13], [34], [35], [36], [37]. These results in mice with C26 tumors parallel the association of the IL-6 and acute phase response with muscle wasting in cancer patients.

**Table 1:** Increased serum cytokines and acute phase response proteins with Colon-26 cachexia.

	Normal	Moderate Cachexia	Severe Cachexia
**gp130 Ligands**			
IL-6 (pg/ml)	<LOW>	104±41***	120±22***
IL-11 (pg/ml)	<LOW>	2010±122***	3180±1424*
LIF (pg/ml)	1570±170	1997±165*	2137±172*
OSM (ng/ml)	<LOW>	0.121±0.060*	0.220±0.024***
**Other cachexia-associated cytokines**			
TNF (ng/ml)	<LOW>	0.063±0.006*	0.049±0.005*
IL-1α (pg/ml)	62±17	204±90	214±0***
IFN-γ (pg/ml)	<LOW>	29±7.7**	15±8**
**Acute phase proteins**			
Fibrinogen (µg/ml)	30,800±6,350	165,333±21,455**	159,667±58,586***
Haptoglobin (µg/ml)	17±1.3	164±11.5***	173±20.1***
Von Willebrand factor (ng/ml)	75±36.7	322±49.7***	359±65.6**

*P<0.05.

**P<0.01.

***P<0.001 versus normal. No differences between moderate and severe cachexia were statistically significant. <LOW> indicates below the level of detection.

### Transcription profile of the C26 model of cancer cachexia

We sought to identify changes in muscle gene expression associated with wasting. 

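Total RNA from the quadriceps of 11 female CD2F1 mice was measured on Illumina MouseWG-6 v2.0 arrays of 45281 probes, with 1 array per mouse. There were 4 control mice without a tumor, 3 mice with moderate cachexia and 4 mice with severe cachexia from the C26 tumor, a mouse colon carcinoma line. The paper gives a loss of about 10% of body weight at day 19 for moderate and of about 15% at day 24 for severe cachexia. Sample labels and paper differ on the vendor of the mice (Harlan in the labels, Charles River in the paper) and on the site of injection (intrascapular in the labels, each flank in the paper). The methods state that signals were generated with Illumina BeadStudio, whose version and settings are not given in the sources used here, and were normalized with GeneSpring GX. The deposited table of signals gives 1 signal and 1 detection p for each probe and array. Its signals ran from -14.2 to 29977.5 and 28.5% of them were below 0. Once sorted, signals of the same rank differed by at most 0.319 between arrays, so background had already been subtracted and all arrays shared 1 distribution. The deposited ratios were these signals, floored at 1, divided by the median of the controls, with the lowest ratio set to 0.01 (100% of values matched within a relative tolerance of 0.001). Probes detected at p under 0.01 numbered 18626 to 20006 per control array (median 19644.5), 18681 to 19277 per moderate array (median 18889) and 18935 to 19809 per severe array (median 19483). From there, the signals were put on the log2 scale with the neqc function of limma 3.58.1 (normexp correction with an offset of 16, then quantile normalization). The 18837 probes detected on every array of at least 1 group were kept, and the brightest probe of each gene was used, which gave 10134 genes. A single limma model with 3 group means was fitted to all 11 arrays, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Mice are named here by the numbers of the columns in the table of signals, which were not tied to the replicate numbers of the labels. The column names give only the group, and columns were not matched to the labels one by one through their values. The chip that held each array is not given in the sources used here, and the number of arrays limits the precision.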

Microarray analysis and data normalization was performed on RNA isolated from the quadriceps of mice with moderate or severe C26 cachexia and non-tumor bearing controls. Unsupervised hierarchical classification of the samples clearly distinguished control muscle, moderately wasted and severely wasted samples (Figure 2A).

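With the normalization used here and over all detected probes, the 4 control muscles were alike in gene expression, and the severely wasted muscle of mouse 11 stood apart. At 3 clusters over all detected probes (average linkage on 1 minus Pearson's r), 8 of the 11 arrays lay in their own group's cluster. The control arrays formed 1 cluster, severe mouse 11 was alone in another, and severe mice 13, 15 and 16 shared the last with the 3 moderate mice. Macrophage markers had a median of 1.62 above the control mean on the log2 scale in severe mouse 11, against 0.37 to 0.57 in the other severe mice. Its neutrophil markers had a median of 2.03, against 0.61 to 1.57 in the others. Adipocyte markers had a median of 0.38 in the same muscle and of -1.33 to -0.79 in severe mice 13, 15 and 16. Interferon-responsive genes had a median of 0.23 in it and of -0.29 to -0.25 in those mice. Pearson's r between arrays, over the same probes, was 0.986 to 0.992 among controls, 0.981 to 0.986 among moderate mice, 0.963 to 0.991 among severe mice and 0.953 to 0.985 between the stages. The first 3 principal components held 55.7%, 14.8% and 8.56% of the variance. Over genes chosen because they differed among the groups, as for Fig. 2A, all 11 arrays lay with their own group. With the deposited ratios over all detected probes, the best match of clusters to groups gave 5. There, control replicates 1 and 2 of the labels were each alone in a cluster, and all other arrays shared the last. With those ratios the controls did not form 1 cluster and no severe array stood alone. The ratios divide each probe by the median of the controls, which removes what the controls share. Their failure to cluster there thus tells nothing about how alike the control muscles were.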

**Figure 2:**
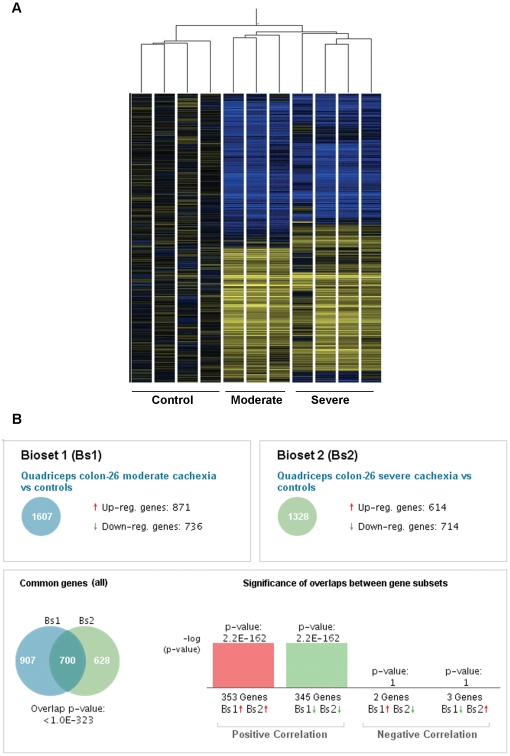
Overlapping patterns of gene expression in skeletal muscle in C26 cachexia. A, Heat map of quadriceps gene expression in C26 cachexia showing distinct clustering of genes by experimental groups. Samples are normalized to the controls. Blue indicates down-regulated genes, yellow up-regulated genes, and black no change. Only genes with *P*<0.05 by one-way ANOVA are shown. B, Comparison of gene expression in moderate and severe C26 cachexia (NextBio).

Statistical analysis was performed to identify genes exhibiting significant changes in expression during cachexia. Among 45,281 transcripts, 1607 genes were found to be differentially expressed in moderate cachexia and 1328 in severe wasting (–2≤ fold change ≥2, *p*<0.05) (Figure 2B). 

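Muscle in both stages differed from control muscle in many transcripts, with Ddit4 among the largest rises in moderate and Lcn2 in severe cachexia. In moderate cachexia, 4162 of the 10134 genes tested changed at an adjusted p under 0.05 from limma, 1912 up and 2250 down (n = 3 against 4 control mice). In severe cachexia 3376 changed, 1576 up and 1800 down (n = 4 against 4). Among the largest rises in moderate cachexia were Ddit4, an inhibitor of mTOR signaling (log2 fold change 3.70, standard error 0.44), and Depp1, a target of FOXO factors (log2 fold change 3.63, standard error 0.56). Acot1, an acyl-CoA thioesterase, also rose (log2 fold change 3.25, standard error 0.68). Among the largest falls were Nmrk2, a muscle kinase of NAD synthesis (log2 fold change -3.74, standard error 0.25), and Ky, a protein of the sarcomere's Z-disc (log2 fold change -3.45, standard error 0.43). Tfrc, the transferrin receptor, also fell (log2 fold change -2.92, standard error 0.30). In severe cachexia, large rises were those of Lcn2, an iron-sequestering lipocalin (24.3-fold, standard error of the log2 fold change 0.75), and Mt2, a metallothionein (log2 fold change 3.48, standard error 0.49). Mmp3, a matrix metalloproteinase, rose by 3.16 (standard error 0.40) and Fkbp5, a co-chaperone of the glucocorticoid receptor, by 2.87 (standard error 0.28). Large falls were those of Nrep (log2 fold change -3.89, standard error 0.30), Rsph1, a protein of cilia (log2 fold change -3.84, standard error 0.20), and Col24a1, a fibrillar collagen (log2 fold change -2.83, standard error 0.27). Adjusted p-values of these 13 genes ran from 2.48e-07 for Rsph1 to 0.00272 for Acot1. At the thresholds the paper states, 979 genes passed in moderate (482 up, 497 down) and 686 in severe cachexia (310 up, 376 down). Groups did not overlap for 47.7% of genes in moderate and 32.3% in severe cachexia, where chance gives 5.71% and 2.86%. Counts at the paper's thresholds were 1511 and 1075 without background correction, 1500 and 1066 with the deposited ratios, and 648 and 453 with a normexp offset of 50. Here, without background correction means the deposited signals, already background-subtracted, floored at 1 with no normexp step. The deposited ratios rest on the same floored signals, so these settings are not independent of each other. Without moderate mouse 5, 2582 genes changed in moderate cachexia.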

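Genes that passed the paper's thresholds in both stages moved the same way in both. There were 482 of them, 203 higher and 279 lower in both, and 0 went in opposite directions, where independent calls give 33.2 (14.7 up and 18.4 down). Il1r2, a decoy receptor of interleukin-1, rose by 2.61 in moderate and 1.90 in severe cachexia on the log2 scale (adjusted p = 0.000114 and 0.000711 from limma, n = 4 control, 3 moderate and 4 severe mice). Fos, a subunit of the AP-1 transcription factor, rose by 2.44 and 1.83 (adjusted p = 0.000277 and 0.0013). Igfbp5, which binds insulin-like growth factors, had log2 fold changes of -2.06 and -1.61 (adjusted p = 3.24e-05 and 0.000161). Smtn, a cytoskeletal protein of smooth muscle, had -1.88 and -1.55 (adjusted p = 9.48e-06 and 3.78e-05). At an adjusted p under 0.05 with no minimum fold, 2372 genes changed in both stages, 2358 of them the same way and 14 in opposite directions. Both stages were set against the same 4 control mice, which by itself gives shared calls. In 100 simulations of unchanged groups against shared controls, a mean of 1.37 and at most 6 genes passed the paper's thresholds in both. Simulated genes were drawn independently, while genes on the same array are correlated, so this highest count is not a ceiling for real arrays. With each stage set against its own 2 controls, 419 to 479 genes passed in both over the 6 assignments, at most 3 of them in opposite directions. The count was 748 without background correction, 737 with the deposited ratios and 310 with a normexp offset of 50.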

Overall, 700 genes were expressed in common in moderate and severe cachexia, of which all but 5 were regulated in the same direction in both groups (Table S2). 

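The genes of Tables 2 and 3 that rose include Cxcl13 and Serpina3n, and those that fell include Aqp4 and Ucp1. Of 27 genes of Table 2 that could be tested, 14 rose and 13 fell in moderate cachexia, at an adjusted p under 0.05 from limma (n = 4 control, 3 moderate and 4 severe mice). Of 28 genes of Table 3, 12 rose and 15 fell in severe cachexia. Counts were the same when adjusted over each list alone. The study chose these genes on the same samples, so the counts are not independent evidence of their direction. Cxcl13, a chemokine that attracts B cells, had log2 fold changes of 3.75 (standard error 0.68) in moderate and 4.11 (standard error 0.63) in severe cachexia. Serpina3n, a serine protease inhibitor, had log2 fold changes of 3.35 (standard error 0.50) and 3.64 (standard error 0.46). Itih3, a heavy chain of the hyaluronan-binding inter-alpha-trypsin inhibitors, was not well above background in controls and was at least 5.23-fold higher in moderate and 2.96-fold higher in severe cachexia. Scgb3a1, a small secreted protein, was not well above background in controls either, and was at least 3.70-fold and 4.90-fold higher. Sik1, a salt-inducible kinase, likewise not well above background in controls, was at least 6.34-fold higher in moderate and 2.08-fold higher in severe cachexia. Among the genes that fell, Aqp4, the water channel of fast muscle fibers, had log2 fold changes of -3.50 (standard error 0.34) and -3.57 (standard error 0.32). Ucp1, the uncoupling protein of brown fat, had log2 fold changes of -4.35 (standard error 0.97, adjusted p = 0.00398) and -3.15 (standard error 0.90, adjusted p = 0.0177). Of 22 adipocyte markers, 15 fell and none rose in moderate cachexia, with the same counts when adjusted over the list alone (camera adjusted p = 9.70e-05, adjusted p = 0.527 with an estimated correlation). In severe cachexia 9 of them fell and none rose (camera adjusted p = 0.00162, adjusted p = 0.515 with an estimated correlation). Nnat was not well above background in either stage and was at least 3.74-fold lower in moderate and 3.88-fold lower in severe cachexia. The brightest probe of Rapgef6 of Table 3 did not pass the test in severe cachexia (log2 fold change 0.10, adjusted p = 0.532). Another tested probe of this gene, picked for its largest fold on the deposited ratios after the values were seen, had a fold of -18.2 there.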

The top 30 genes by fold-change regulated in each of moderate and severe cachexia are shown in Tables 2 and 3. Of the remainder, 907 were unique to moderate cachexia (Table S3) and 628 to severe cachexia (Table S4). 

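Myod1 and Myf6 were higher, and Sesn1, Ulk1 and Irs2 lower, in severe than in moderate cachexia. When the stages were compared directly (n = 4 against 3), 321 genes were higher and 386 lower in severe cachexia at an adjusted p under 0.05 from limma. Myod1, the master regulator of the muscle lineage, was higher by 2.64 on the log2 scale (standard error 0.35, adjusted p = 0.00136), and Myf6, another myogenic factor, by 1.64 (standard error 0.25, adjusted p = 0.00369). Also higher were Synpo2l, an actin-associated protein of striated muscle (log2 difference 2.10, standard error 0.17), and Panx1, a channel protein (log2 difference 1.63, standard error 0.20). Sesn1, an inhibitor of mTOR complex 1, was lower by a log2 difference of -2.39 (standard error 0.25, adjusted p = 0.000407). Ulk1, a kinase that starts autophagy, had a log2 difference of -2.02 (standard error 0.22), and Irs2, a substrate of the insulin receptor, of -2.13 (standard error 0.30). Snhg12, a host gene of small nucleolar RNAs, had -2.65 (standard error 0.25). Past the paper's thresholds in moderate cachexia alone were 497 genes, of which 478 had the same sign in severe cachexia, 294 changed the same way there at an adjusted p under 0.05 and 171 differed between the stages. Past them in severe cachexia alone were 204 genes, of which 199 had the same sign in moderate cachexia, 126 changed the same way there and 26 differed between the stages. The count of 707 genes that differed between the stages was 195 without moderate mouse 5, 390 without moderate mouse 12 and 281 without severe mouse 16. It was 208 with only the arrays of the stages compared, 409 with no filter and 7 with the test the methods name after adjustment.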

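Changes in the stages were similar gene by gene, although not equal in size. Across the genes tested, log2 fold changes in moderate and severe cachexia had a Pearson's r of 0.824 and a Spearman's rho of 0.801, and 80.1% of genes had the same sign. Genes are not independent replicates, so no p is given. Map2k6, a kinase that activates p38, had log2 fold changes of -2.51 (standard error 0.18) and -2.31 (standard error 0.17). Cdkn1a, an inhibitor of the cell cycle, had 3.04 (standard error 0.51) and 2.77 (standard error 0.47). Dbp, a clock-controlled transcription factor, had -2.68 (standard error 0.37) and -2.72 (standard error 0.35). Genes off this trend were Mpp3, a scaffold protein, with log2 fold changes of -2.37 (standard error 0.30) and -0.40 (standard error 0.27), and Pnpla3, a lipid hydrolase, with -1.73 (standard error 0.49) and 0.88 (standard error 0.45). Both differed between the stages (adjusted p = 0.00362 and 0.00846 from limma, n = 3 and 4 mice). Shared controls alone give a positive r. In simulations of unchanged groups, r had a mean of 0.462 and reached 0.485, and the covariance of the log2 fold changes had a mean of 0.0157, against 0.300 in the data. A simulated mean of 65.3% of genes had the same sign. Simulated genes were drawn independently of each other, so these simulated values spread less than those of correlated genes would. With each stage set against its own pair of controls, r was 0.723 to 0.806 over the assignments.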

Similarity of gene expression between the two groups was highly significant ( *p* = 1.0 e-323). Despite the many significantly changed genes, most genes commonly considered to be “housekeeping” genes and used for normalization strategies were not different among groups. Specifically, gylceraldehyde-3-phosphate dehydrogenase (GAPDH), beta-actin (ACTB), b-actin (ACTB), 18S RNA (RN18S), aldolase (ALDOA, ALDOB, ALDOC) and most tubulins (TUBA2, TUBB1, TUBB2a, TUBB2c, TUBB3, TUBB4, TUBG1, TUBG) were unchanged.

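Gapdh and Aldoa, enzymes of glycolysis, did not pass the test in either stage, while Actb, beta-actin, fell in severe cachexia. Log2 fold changes in moderate and severe cachexia were -0.15 (standard error 0.10, adjusted p = 0.248 from limma) and -0.17 (standard error 0.09, adjusted p = 0.172) for Gapdh (n = 4 control, 3 moderate and 4 severe mice). Aldoa had 0.03 (standard error 0.09, adjusted p = 0.79) and -0.08 (standard error 0.08, adjusted p = 0.484). Actb had -0.26 (standard error 0.11, adjusted p = 0.087) and -0.51 (standard error 0.11, adjusted p = 0.00364). Among tubulins, Tubb4b (TUBB2c in the paper) rose in both stages by 0.95 and 0.96 (adjusted p = 0.0041 and 0.00353), and Tubb1 rose in severe cachexia by 1.16 (adjusted p = 0.00376). Tuba1b (TUBA2), Tubb4a (TUBB4) and Tubg1 did not pass the test in either stage, with adjusted p-values from 0.0502 for Tubg1 in severe cachexia to 0.842. Aldoc, Tubb2a and Tubb3 were below the filter on detection and were not tested, and no probe named Rn18s was found. Of the 8 genes tested from the paper's list, 1 rose in moderate cachexia, and 2 rose and 1 fell in severe cachexia (3 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.985 and 0.406; moderate median -0.10 and mean 0.05). Of 10 other reference genes, 3 rose and 1 fell in each stage (3 and 2, then 4 and 2, when adjusted over the list alone; camera adjusted p = 0.801 and 0.319; moderate median -0.06 and mean 0.02). Among these, Tbp, the TATA-box binding protein, rose by 0.73 in moderate and 0.49 in severe cachexia, and Ppia, a cyclophilin, had -0.04 and 0.42, the latter past the test. A p over the threshold does not show that a gene was unchanged.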

**Table 2:** Top 30 genes regulated in quadriceps in moderate C26 cachexia.

Gene	Gene Description	p-value	Fold Change
Fga	fibrinogen alpha chain	0.0007	61.0
Itih3	inter-alpha trypsin inhibitor, heavy chain 3	0.0003	59.2
Otop1	otopetrin 1	5.50E-05	−59.2
Egln3	EGL nine homolog 3	7.40E-05	55.6
Ucp1	uncoupling protein 1 (mitochondrial, proton carrier)	0.0176	−44.1
Anxa13	annexin A13	0.0158	34.8
Pdzd7	PDZ domain containing 7	0.002	−34.7
Trim7	tripartite motif-containing 7	0.0017	−31.3
Saa1	serum amyloid A 1	0.008	29.9
Cxxc6	tet oncogene 1	0.0243	−29.6
Ntrk3	neurotrophic tyrosine kinase, receptor, type 3	0.001	−29.6
Il1r2	interleukin 1 receptor, type II	0.0068	26.6
Doc2b	double C2, beta	0.0075	25.6
Snf1lk	salt inducible kinase 1	0.001	25.4
Apoa1	apolipoprotein A–I	0.0124	24.5
Mmd2	monocyte to macrophage differentiation-associated 2	0.0059	−24.4
Aldh1a7	aldehyde dehydrogenase family 1, subfamily A7	0.0044	−24.4
Ambp	alpha 1 microglobulin/bikunin	0.0239	22.1
Aqp4	aquaporin 4	0.0352	−21.1
Scgb3a1	secretoglobin, family 3A, member 1	0.0014	21.1
Dynlrb1	dynein light chain roadblock-type 1	6.40E-05	−20.6
Lypd6	LY6/PLAUR domain containing 6	0.0365	−18.9
Cxcl13	chemokine (C-X-C motif) ligand 13	0.0162	18.6
Tmem118	ring finger protein, transmembrane 2	0.0369	−18.5
Scg3	secretogranin III	6.20E-05	−18.3
Plcd4	phospholipase C, delta 4	0.0284	−17.9
Lrrc38	leucine rich repeat containing 38	0.016	−17.3
Maff	v-maf musculoaponeurotic fibrosarcoma oncogene family, protein F	0.0068	17.2
Hpx	hemopexin	0.0018	17.1

**Table 3:** Top 30 genes regulated in quadriceps in severe C26 cachexia.

Gene	Gene Description	p-value	Fold Change
Nnat	neuronatin	1.40E-05	−96.2
Cilp2	cartilage intermediate layer protein 2	0.0002	−39.4
Lcn2	lipocalin 2	0.007	33.1
Saa1	serum amyloid A 1	0.0107	33.0
Gm1611	gene model 1611, (NCBI)	0.0015	−32.9
Itih3	inter-alpha trypsin inhibitor, heavy chain 3	0.0004	29.9
Scgb3a1	secretoglobin, family 3A, member 1	0.0007	29.1
Rsph1	radial spoke head 1 homolog (Chlamydomonas)	1.50E-09	−28.4
Cxcl13	chemokine (C-X-C motif) ligand 13	0.0086	24.0
Lypd6	LY6/PLAUR domain containing 6	0.0044	−22.2
Aqp4	aquaporin 4	0.0024	−21.1
Myoz3	myozenin 3	0.008	−20.6
Plcd4	phospholipase C, delta 4	0.0389	−20.4
Actc1	actin, alpha, cardiac muscle 1	0.0004	−19.4
Kcng4	potassium voltage-gated channel, subfamily G, member 4	0.0006	−18.4
Rapgef6	Rap guanine nucleotide exchange factor (GEF) 6	0.0099	−18.1
Serpina3m	serine (or cysteine) peptidase inhibitor, clade A, member 3M	0.0058	16.2
Csf2rb2	colony stimulating factor 2 receptor, beta 2, low-affinity (granulocyte-macrophage)	0.0285	15.7
D0H4S114	DNA segment, human D4S114	0.0004	−15.7
Itih4	inter alpha-trypsin inhibitor, heavy chain 4	0.0001	15.7
Vsig4	V-set and immunoglobulin domain containing 4	0.0138	15.45
Mmd2	monocyte to macrophage differentiation-associated 2	0.0358	−15.4
Il1r2	interleukin 1 receptor, type II	0.0173	15.2
Pld5	phospholipase D family, member 5	0.0068	−13.9
Mt2	metallothionein 2	0.0184	13.9
Adamts4	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 4	0.0003	13.0
Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3N	0.0048	13.0
Gdap1	ganglioside-induced differentiation-associated-protein 1	0.0181	−12.6
3526401B18Rik	RIKEN cDNA 3526401B18 gene	0.0048	−12.6
Chad	chondroadherin	0.0023	−12.6

### Known muscle growth regulatory genes

Muscle wasting of virtually all etiologies is associated with increased expression of skeletal muscle ubiquitin E3 ligases, Trim63/Murf-1 and Fbxo32/Atrogin-1 [38], [39], [40]. Both were markedly increased in our microarray analysis, with a greater increase in Trim63/Murf-1 versus Fbxo32/Atrogin-1 and higher expression in moderate versus severe wasting (Figure 3). These trends were confirmed by quantitative real-time RT-PCR. 

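Trim63/Murf-1 and Fbxo32/Atrogin-1, the ubiquitin ligases that mark muscle atrophy, rose in every cachectic mouse. Trim63 (probe ILMN_3161060) had log2 signals of 9.66 ± 0.32 (SD, n = 4) in controls, 13.72 ± 0.39 (SD, n = 3) in moderate and 11.95 ± 0.65 (SD, n = 4) in severe cachexia. Its log2 fold changes were 4.06 (standard error 0.30, adjusted p = 3.82e-06 from limma) and 2.29 (standard error 0.28, adjusted p = 0.000165). Fbxo32 (probe ILMN_2873444) had 10.82 ± 0.22, 14.07 ± 0.14 and 12.91 ± 0.48, with log2 fold changes of 3.25 (standard error 0.21, adjusted p = 1.76e-06) and 2.09 (standard error 0.20, adjusted p = 3.24e-05). Both were lower in severe than in moderate cachexia, Trim63 by a log2 difference of -1.77 (adjusted p = 0.00578) and Fbxo32 by -1.16 (adjusted p = 0.00777). For each gene and comparison the groups did not overlap, and an exact two-sided permutation test gave p = 0.0286, the smallest it allows (0.049 adjusted over the 36 tests of this family). Within each array, log2 Trim63 minus log2 Fbxo32 was -1.16 ± 0.12 (SD) in controls, -0.35 ± 0.28 in moderate and -0.95 ± 0.28 in severe cachexia. By the same exact permutation test, the rise in Trim63 was larger than that in Fbxo32 by 0.81 in moderate cachexia (p = 0.0286), while the difference of 0.21 in severe cachexia did not pass (p = 0.2). With the 2 other probes of Fbxo32, tried after the data were seen, the exact permutation test gave a rise in Trim63 larger by 0.561 and 1.12 in moderate cachexia (p = 0.0286 for each), and differences of 0.0475 (p = 0.857) and 0.326 (p = 0.286) in severe cachexia. Of 29 genes of ubiquitin ligases and the atrophy programme, which include both genes, 17 rose and 4 fell in moderate cachexia (18 and 4 adjusted over the list alone; median log2 fold change 0.76, camera adjusted p = 4.72e-05, adjusted p = 0.225 with an estimated correlation). In severe cachexia 13 rose and 3 fell (13 and 4 adjusted over the list alone; median 0.39, or 0.246 without severe mouse 13, camera adjusted p = 0.00384, adjusted p = 0.289 with an estimated correlation). Between the stages, 8 were lower and none higher in severe cachexia (12 and 2 adjusted over the list alone; median -0.27, camera adjusted p = 0.00164, adjusted p = 0.469 with an estimated correlation). Klhl38, a muscle protein of the kelch family, rose by 1.80 and 0.67 on the log2 scale, and Cblb, a ligase that targets Irs1, by 1.08 in moderate cachexia, with 0.08 in severe cachexia not past the test. With the deposited ratios, the differences between stages for Trim63 and Fbxo32 did not pass the test (adjusted p = 0.0885 and 0.0815 from limma), nor did they with the test the methods name (adjusted p = 0.152 and 0.159). Their adjusted p ranged from 0.00325 to 0.178 for Trim63 and from 0.0035 to 0.159 for Fbxo32 over the alternatives.

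**Figure D1:**
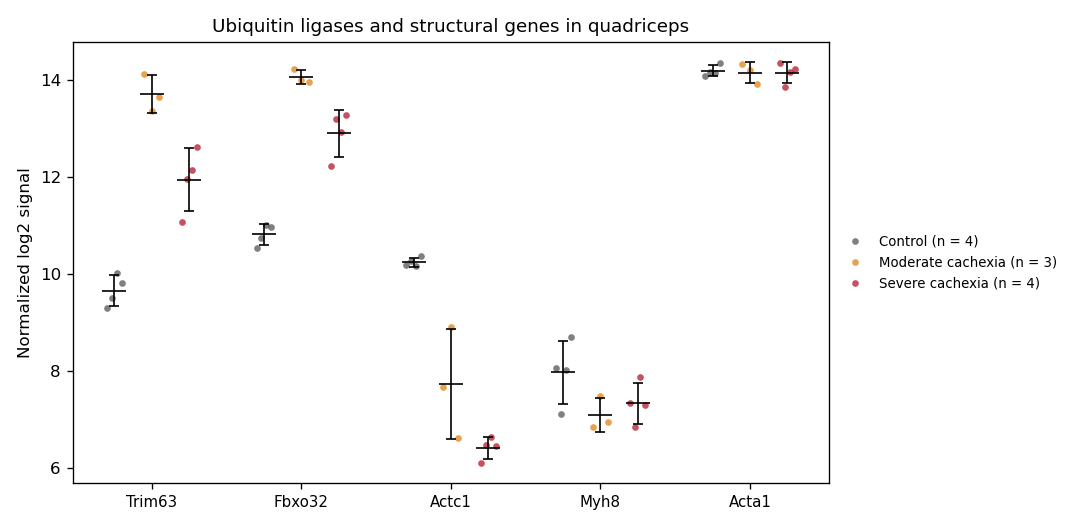
Log2 signal of Trim63, Fbxo32, Actc1, Myh8 and Acta1 by group. Points are mice and bars are the mean ± SD (n = 4 control, 3 moderate and 4 severe mice). For Trim63 and Fbxo32, the moderate mice lie above all severe mice and these above all controls.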

Muscle atrophy is also associated with reduced expression of RNAs encoding structural proteins. Indeed, by microarray and qRT-PCR, cardiac alpha actin and myosin heavy chain 8 were down regulated, more so in severe versus moderate wasting. These results are consistent with reports from others in C26 cachexia [33].

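Cardiac alpha actin, Actc1, fell in every cachectic mouse, while Acta1, the main actin of adult skeletal muscle, did not pass the test. Actc1 had log2 fold changes of -2.51 (standard error 0.37, adjusted p = 0.000338 from limma) in moderate and -3.83 (standard error 0.34, adjusted p = 2.04e-05) in severe cachexia (n = 4 control, 3 moderate and 4 severe mice). Between the stages it differed by -1.32 (adjusted p = 0.0468). In moderate cachexia the SD over the 3 mice was 1.14 on the log2 scale, against 0.10 in controls and 0.23 in severe cachexia. Exact two-sided permutation tests gave p = 0.0286 for Actc1 in each stage and p = 0.0571 between the stages. Myh8, the perinatal myosin heavy chain, had log2 fold changes of -0.88 (standard error 0.32, adjusted p = 0.0411) in moderate and -0.64 (standard error 0.30, adjusted p = 0.112) in severe cachexia, and 0.24 (adjusted p = 0.697) between the stages (exact permutation p = 0.0857, 0.2 and 0.543). Acta1 had -0.04 (adjusted p = 0.834) and -0.05 (adjusted p = 0.803). Of 44 genes of the sarcomere and striated muscle contraction, 1 rose and 19 fell in moderate cachexia, also when adjusted over the list alone (median log2 fold change -0.25, camera adjusted p = 0.00248, adjusted p = 0.134 with an estimated correlation). In severe cachexia 2 rose and 20 fell (3 and 22 adjusted over the list alone; median -0.32, camera adjusted p = 0.000188, adjusted p = 0.0982 with an estimated correlation). Among these, Myl3, the slow ventricular light chain, fell (log2 fold changes -1.98 and -2.23), as did Myoz3, a Z-disc protein of fast fibers (-1.85 and -3.08). Of 15 genes of slow fibers, 11 fell in moderate (11 adjusted over the list alone; camera adjusted p = 0.0025, adjusted p = 0.527 with an estimated correlation). In severe cachexia 10 fell (11 fell and 2 rose adjusted over the list alone; camera adjusted p = 0.008, adjusted p = 0.471 with an estimated correlation). Of 16 genes of fast fibers, 3 fell in moderate and 5 in severe cachexia (2 and 5 adjusted over the list alone; camera adjusted p = 0.277 and 0.0667). The fall of fast fibers passed in severe cachexia without control mouse 1 (adjusted p = 0.0419) or severe mouse 15 (adjusted p = 0.0469), without severe mice 11 and 15, left out after the data were seen (adjusted p = 0.0302), with no filter (adjusted p = 0.0255), with probes detected on at least 1 array (adjusted p = 0.0466) and with the mean of a gene's probes (adjusted p = 0.0182), over a range of 0.0182 to 0.37 across the alternatives. The difference between stages for Actc1 no longer passed when any single mouse except moderate mouse 12 was left out (log2 differences of -1.39 to -0.73). The call of Myh8 in moderate cachexia was lost without control mouse 1, 3 or 4, moderate mouse 5 or 12, or severe mouse 16. The call of slow fibers was lost in moderate cachexia without moderate mouse 9 (adjusted p = 0.0519) and in severe cachexia without severe mouse 11 (adjusted p = 0.0568), over ranges of 3.91e-05 to 0.527 and 0.000662 to 0.471 across the alternatives.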

**Figure 3:**
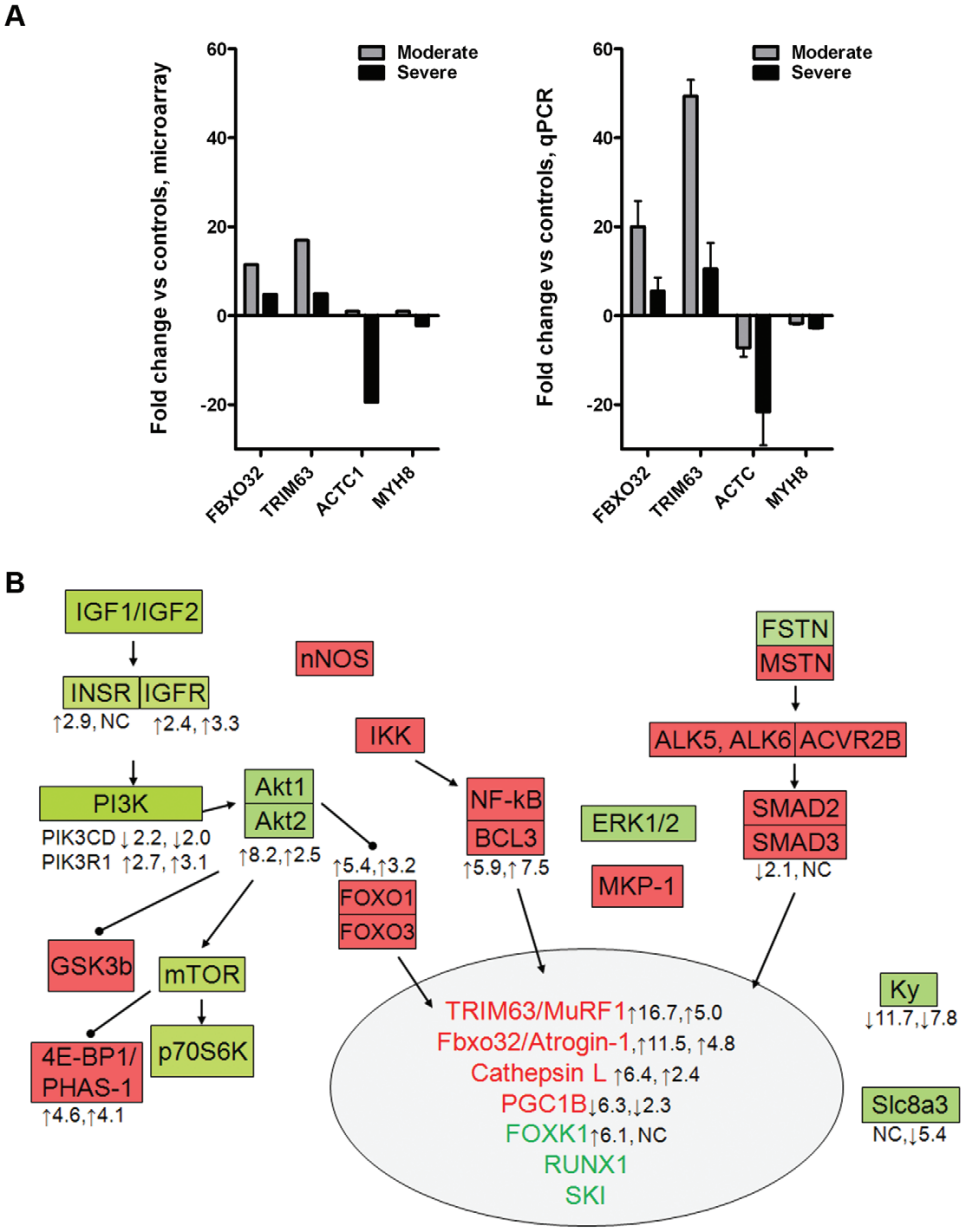
Expression of known genes in muscle growth regulation in C26 cachexia. A, Expression of the ubiquitin ligases, Fbxo32/Atrogin-1 and Trim63/MuRF1 are induced by microarray and qPCR analysis. Expression of genes encoding muscle structural proteins, including ACTA1 and MHY8 are decreased. B, Gene expression patterns in C26 cachexia mapped onto a schematic of muscle growth regulation pathways. Genes with demonstrated growth-promoting activity in muscle are shown in green, growth inhibitory genes in red. The number on the left represents fold-change in moderate cachexia and right in severe cachexia, with the arrow indicating the direction of the change. Genes with no values were either not changed or not present in the dataset.

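Foxo1 and Ctsl of the schematic rose in both stages, as did Akt2 and Igf1r. Of its 30 genes that could be tested, 15 rose and 6 fell in moderate cachexia and 11 rose and 5 fell in severe cachexia at an adjusted p under 0.05 from limma (15 and 6, then 12 and 6, when adjusted over the list alone; n = 4 control, 3 moderate and 4 severe mice). Between the stages, 1 was higher and 7 were lower in severe cachexia (2 and 11 adjusted over the list alone). The study drew the schematic on these samples, so the counts are not independent evidence of direction, and the group was not tested as a whole. Foxo1, a transcription factor that drives atrophy genes, had log2 fold changes of 2.31 (standard error 0.20) in moderate and 1.57 (standard error 0.19) in severe cachexia, and a log2 difference between the stages of -0.74 (adjusted p = 0.0421). Its relative Foxo3 had 1.30 (adjusted p = 0.00136) and 0.39 (adjusted p = 0.196), with -0.92 (adjusted p = 0.0384) between the stages. Ctsl, a lysosomal protease, had log2 fold changes of 2.11 (standard error 0.21) and 0.90 (standard error 0.19). Akt2, a kinase of insulin signaling, rose by 1.76 and 1.07 on the log2 scale, Igf1r, the receptor of insulin-like growth factor 1, by 1.35 and 0.70, and Eif4ebp1, which restrains translation, by 2.19 and 2.04. Ppargc1b, a coactivator of mitochondrial genes, fell (-2.46 and -1.15). Igf1 had -0.63 (adjusted p = 0.0201) and -0.24 (adjusted p = 0.323). Acvr2b, a receptor of myostatin, Fst, its antagonist follistatin, Smad2, Ikbkb and Nos1 passed the test in neither stage.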

### Pathway analysis

In order to identify molecular pathways regulated in response to C26-induced cachexia, gene profiles from quadriceps of control, moderate and severe cachexia were analyzed using NextBio (Figure 4). Of the top 20 Broad MSigDB canonical pathways up-regulated in both moderate and severe colon-26 cachexia, eight were related to inflammation, including the complement and coagulation pathways, IL-6, STAT3, JAK-STAT, cytokine and Toll-like receptor pathways. 

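Genes of complement, cytokine signaling and the IL-6 pathway were higher in both stages, and markers of macrophages and neutrophils were higher beside them. Of 29 genes of complement and coagulation, 14 rose and 3 fell in moderate cachexia, also when adjusted over the list alone (median log2 fold change 0.55, camera adjusted p = 0.00248, adjusted p = 0.508 with an estimated correlation). In severe cachexia 12 rose and 3 fell (13 and 5 adjusted over the list alone; median 0.54, camera adjusted p = 0.00296, adjusted p = 0.453 with an estimated correlation). Complement C4b had log2 fold changes of 2.54 (standard error 0.29) and 2.36 (standard error 0.27), C1qa of 1.09 (standard error 0.23) and 1.13 (standard error 0.21), and C8b, which fell in severe cachexia, of -0.38 and -0.89 (n = 4 control, 3 moderate and 4 severe mice; adjusted p from limma). Of 47 genes of cytokine and Toll-like receptor signaling, 17 rose and 6 fell in each stage, with the same counts adjusted over the list alone (medians 0.31 and 0.29, camera adjusted p = 0.0106 and 0.00887, adjusted p = 0.425 and adjusted p = 0.408 with an estimated correlation). Tnfaip3, an inhibitor of NF-kB, fell (log2 fold changes -1.28 and -0.78), as did Il15, a cytokine made by muscle (-0.97 and -1.97). Of 44 genes of IL-6 and JAK-STAT signaling, 15 rose and 7 fell in moderate and 12 rose and 2 fell in severe cachexia, with the same counts adjusted over the list alone (medians 0.19 and 0.17, camera adjusted p = 0.0156 and 0.0166, adjusted p = 0.43 and adjusted p = 0.408 with an estimated correlation). Il6ra, the alpha chain of the IL-6 receptor, rose by 2.84 and 2.12, and Ccnd1, cyclin D1, fell (-1.59 and -1.26). Of 22 macrophage markers, 11 rose in moderate and 14 in severe cachexia and none fell, with the same counts adjusted over the list alone (medians 0.73 and 0.81, camera adjusted p = 0.000417 and 1.04e-05, adjusted p = 0.527 and adjusted p = 0.453 with an estimated correlation). Without severe mouse 11, whose macrophage median was 1.62 against 0.37 to 0.57 in the other severe mice, the severe median was 0.502 and the rise passed (adjusted p = 0.0011, range 3.95e-08 to 0.453 across the alternatives), and the markers were lower in severe than in moderate cachexia (adjusted p = 0.0225, range 0.0104 to 0.955). Cd163, a scavenger receptor of macrophages, rose by 1.60 and 1.43, and Vsig4, a complement receptor of macrophages, by 1.36 and 1.90. Of 10 neutrophil markers, 4 rose in moderate and 6 in severe cachexia (4 and 7 adjusted over the list alone; medians 0.64 and 1.45, camera adjusted p = 0.0106 and 0.00035, adjusted p = 0.425 and adjusted p = 0.289 with an estimated correlation). Without severe mouse 11, IL-6 and JAK-STAT signaling did not pass in severe cachexia (adjusted p = 0.0816, over a range of 0.00434 to 0.408 across the alternatives). Without severe mice 11 and 15, left out after the data were seen, neither did complement (adjusted p = 0.167, range 9.49e-05 to 0.453) or cytokine signaling (adjusted p = 0.0798, range 0.000571 to 0.408). With probes detected on all 11 arrays, the neutrophil markers did not pass in moderate cachexia (adjusted p = 0.139, range 0.00268 to 0.425) nor IL-6 and JAK-STAT signaling in severe cachexia (adjusted p = 0.0548).

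**Figure D2:**
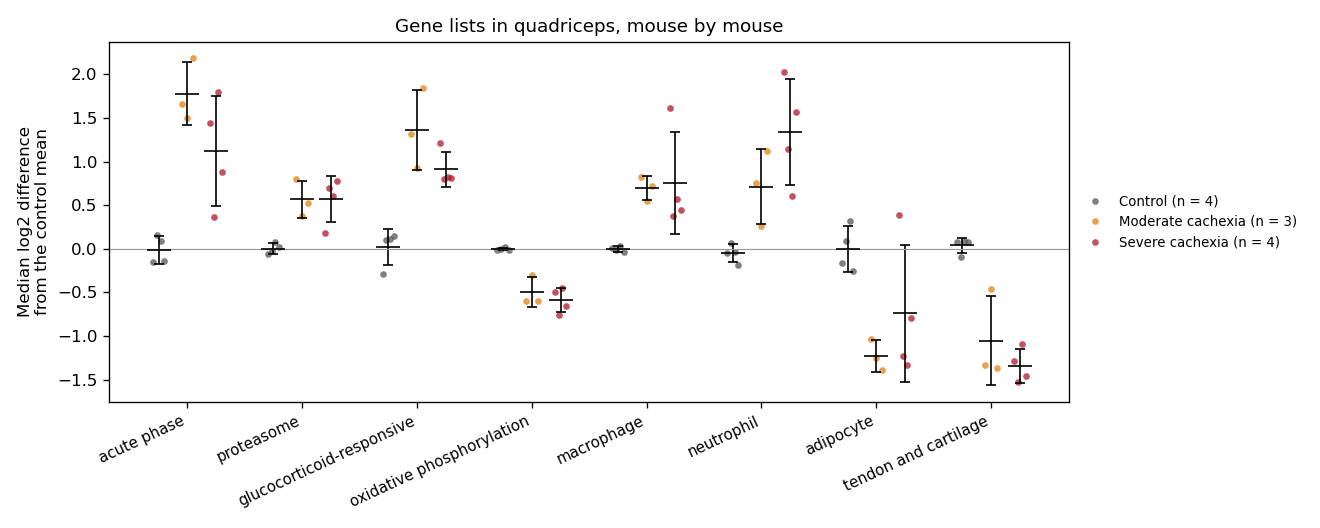
Median log2 difference from the control mean over each gene list, by group. Points are mice and bars are the mean ± SD (n = 4 control, 3 moderate and 4 severe mice). Oxidative phosphorylation lies between -0.76 and -0.30 in the cachectic mice, and the adipocyte median of severe mouse 11 lies apart from those of the other severe mice.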

Pathways related to the proteasome, mitogen activated protein kinase (MAPK), the cell cycle, muscle contraction, epidermal growth factor, ErbB and mTOR signaling were also increased.

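Subunits of the proteasome, the protease that degrades ubiquitinated proteins, rose in both stages, while those of the immunoproteasome and antigen presentation did not rise with them. Of 33 proteasome genes, 22 rose and none fell in each stage (23 and 24 rose adjusted over the list alone; median log2 fold changes 0.58 and 0.57, camera adjusted p = 4.40e-07 and 2.34e-09, adjusted p = 0.443 and adjusted p = 0.37 with an estimated correlation). Psmd8, a subunit of the regulatory particle, had log2 fold changes of 1.48 (standard error 0.24) in moderate and 1.53 (standard error 0.22) in severe cachexia, and Psma7, a subunit of the core, of 1.26 (standard error 0.20) and 1.56 (standard error 0.19) (n = 4 control, 3 moderate and 4 severe mice). Of 20 genes of the immunoproteasome and antigen presentation, 1 rose and 7 fell in moderate cachexia (camera adjusted p = 0.0776), and 2 rose and 7 fell in severe cachexia (camera adjusted p = 0.00728, adjusted p = 0.467 with an estimated correlation), with the same counts adjusted over the list alone. Severe mouse 11 had medians of 0.125 for this list, against -0.848 to -0.516 in the other severe mice, and of 0.187 for the proteasome, against 0.602 to 0.779. Without it the severe median of the immunoproteasome list was -0.748, against -0.464 with it, and the list was lower in severe than in moderate cachexia (adjusted p = 0.0201, range 0.0115 to 0.936). The fall in moderate cachexia passed without control mouse 1 (adjusted p = 0.0465), moderate mouse 5 (adjusted p = 0.0128) or severe mouse 11 (adjusted p = 0.0274), with only the arrays compared (adjusted p = 0.0244), with probes detected on at least 1 array (adjusted p = 0.0496) and with no filter (adjusted p = 0.0184), and with a replicate block on the deposited ratios (adjusted p = 0.0489) and without severe mice 11 and 15 (adjusted p = 0.0254), both chosen after the data were seen, over a range of 0.0128 to 0.66 across the alternatives. Psme1, an activator of the proteasome induced by interferon, fell (log2 fold changes -1.18 and -1.07), as did Cd74, the invariant chain of class II (-0.75 and -1.62). Of 68 genes of MAPK signaling, 18 rose and 11 fell in moderate and 19 rose and 8 fell in severe cachexia (18 and 11, then 19 and 9, adjusted over the list alone; camera adjusted p = 0.269 and 0.105), with Map3k6, a kinase of the pathway, higher by 2.63 and 1.58. The list passed in severe cachexia with the mean of a gene's probes (camera adjusted p = 0.0479) and without control mouse 2 (camera adjusted p = 0.0419), over a range of 0.0419 to 0.408 across the alternatives. Of 32 genes of the G1 to S transition, 7 rose and 10 fell in moderate and 8 rose and 8 fell in severe cachexia (7 and 10, then 8 and 9, adjusted over the list alone; camera adjusted p = 0.913 and 0.984), with medians (-0.14 and -0.02) and means (0.01 and 0.05) that differed in sign. The severe median of this list was -0.113 without severe mouse 11 and 0.0102 without severe mouse 16, so its sign depends on single mice. Genes of the list that rose included Gadd45a, which arrests growth after damage (1.94 and 0.98), and Cdkn1b, an inhibitor of the cell cycle (0.77 in moderate cachexia, with -0.01 in severe cachexia not past the test). Of 23 genes of EGF and ErbB signaling, 8 rose and 4 fell in moderate and 6 rose and 2 fell in severe cachexia (9 and 4, then 6 and 2, adjusted over the list alone; camera adjusted p = 0.107 and 0.292). Errfi1, an inhibitor of the EGF receptor, rose by 1.78 and 1.02. Of 55 genes of insulin, IGF and mTOR signaling, 23 rose and 8 fell in moderate cachexia, also when adjusted over the list alone (median 0.20, camera adjusted p = 0.00371, adjusted p = 0.135 with an estimated correlation). In severe cachexia 15 rose and 10 fell (17 and 11 adjusted over the list alone; camera adjusted p = 0.333). Mtor itself rose by 0.55 (adjusted p = 0.0347 from limma) and 0.60 (adjusted p = 0.0192).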

**Figure 4:**
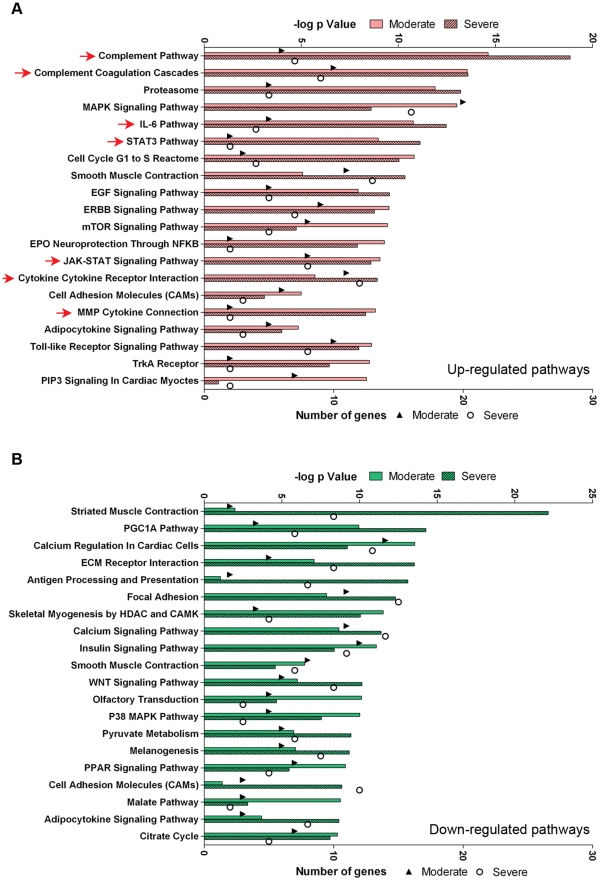
C26 cachexia pathway analysis. A. The top 20 Broad MSigDB canonical pathways significantly up-regulated in moderate and severe cachexia versus controls. Pink bars (upper axis) represent the significance of the overlap. The triangles (moderate cachexia) and circles (severe cachexia) (lower axis) denote the number of genes differentially expressed in that pathway. Red arrows indicate pathways related to IL-6/STAT3/inflammation. B, The top 20 Broad MSigDB canonical pathways significantly down-regulated in moderate and severe cachexia versus controls. Green bars (upper axes) represent the significance of the overlap. The triangles (moderate cachexia) and circles (severe cachexia) (lower axis) as above.

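Genes of calcium handling, of mitochondrial control by PGC-1alpha and of tendon and cartilage fell in both stages. Of 42 genes of calcium handling, 3 rose and 19 fell in moderate cachexia, also when adjusted over the list alone (median log2 fold change -0.39, camera adjusted p = 0.00358, adjusted p = 0.397 with an estimated correlation). In severe cachexia 3 rose and 20 fell (3 and 23 adjusted over the list alone; median -0.51, camera adjusted p = 0.000115, adjusted p = 0.264 with an estimated correlation). Casq1, which stores calcium in fast fibers, had log2 fold changes of -2.53 (standard error 0.52) and -2.79 (standard error 0.49). Jph2, which ties the T-tubule to the sarcoplasmic reticulum, had -2.25 (standard error 0.33) and -1.76 (standard error 0.30) (n = 4 control, 3 moderate and 4 severe mice). Of 27 genes of the PGC-1alpha pathway, 2 rose and 12 fell in moderate (2 and 13 adjusted over the list alone; median -0.36, camera adjusted p = 0.0106, adjusted p = 0.397 with an estimated correlation). In severe cachexia 2 rose and 15 fell (2 and 15 adjusted over the list alone; median -0.55, camera adjusted p = 0.00334, adjusted p = 0.285 with an estimated correlation). Esrra, a nuclear receptor that binds PGC-1alpha, fell (log2 fold changes -1.17 and -0.95). Of 61 genes of collagens and matrix receptors, 8 rose and 19 fell in moderate and 10 rose and 20 fell in severe cachexia (8 and 20, then 11 and 23, adjusted over the list alone; camera adjusted p = 0.19 and 0.11). Col1a1, the main collagen of tendon and bone, fell in each stage (-2.24 and -2.24), while Lox, which crosslinks collagen, rose by 1.98 and 1.23. Of 11 tendon and cartilage markers, 7 fell in moderate (8 adjusted over the list alone; median -1.06, camera adjusted p = 0.00245, adjusted p = 0.397 with an estimated correlation). In severe cachexia 10 of them fell (10 adjusted over the list alone; median -1.52, or -0.94 with genes below background at their bound, camera adjusted p = 2.26e-06, adjusted p = 0.264 with an estimated correlation). Of 23 fibroblast markers, 2 rose and 7 fell in moderate and 3 rose and 8 fell in severe cachexia (3 and 8 in each stage adjusted over the list alone; camera adjusted p = 0.684 and 0.108). Their fall passed in severe cachexia without severe mouse 11 (adjusted p = 0.00569) and without severe mice 11 and 15, left out after the data were seen (adjusted p = 0.000505), over a range of 0.000505 to 0.745 across the alternatives. Of 32 genes of skeletal myogenesis, 6 rose and 12 fell in moderate and 10 rose and 8 fell in severe cachexia (6 and 12, then 12 and 8, adjusted over the list alone; camera adjusted p = 0.446 and 0.364), with Mef2c, a myogenic transcription factor, at -1.94 and -1.63. Of 42 genes of WNT signaling, 4 rose and 13 fell in moderate (camera adjusted p = 0.279). In severe cachexia 1 rose and 12 fell (camera adjusted p = 0.0498, adjusted p = 0.289 with an estimated correlation), with the same counts adjusted over the list alone. Wnt5a, a ligand of the pathway, fell (-2.18 and -1.69). The call of WNT signaling was lost without control mouse 2 (adjusted p = 0.0775), severe mouse 11 (adjusted p = 0.0772) or severe mouse 13 (adjusted p = 0.061), and with the deposited ratios (adjusted p = 0.0557), over a range of 0.0329 to 0.289 across the alternatives. Without severe mouse 11, collagens and matrix receptors passed in severe cachexia (adjusted p = 0.0125, range 0.00275 to 0.702), as they did without severe mice 11 and 15 (adjusted p = 0.00275). With probes detected on all 11 arrays, tendon and cartilage did not pass in moderate cachexia (adjusted p = 0.0571, range 0.000335 to 0.397).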

The top canonical pathways down-regulated were related to skeletal muscle contraction, peroxisome proliferator-activated receptor-γ coactivator-1α, calcium regulation, extracellular matrix interactions, skeletal myogenesis, and insulin and WNT signaling, among others.

### STAT3 activation and target gene expression in C26 cachexia

Given the prominence of the cytokine/IL-6/STAT3 pathways in the microarray analysis, we sought to characterize expression of STAT3 interacting genes in our model. Genomatix Bibliosphere was used to generate a list of the 124 documented physical and functional interactions with STAT3 in diverse systems (Table S5). Of those, 26 genes showed significant regulation in the moderate and severely wasted samples (Figure 5A).

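Genes that interact with STAT3 went in both directions in wasted muscle. Of 56 genes of Table S5 that could be tested, 14 rose and 12 fell in moderate and 12 rose and 13 fell in severe cachexia at an adjusted p under 0.05 from limma (14 and 12, then 13 and 13, adjusted over the list alone; camera adjusted p = 0.433 and 0.319). At the thresholds the paper states, 10 of them passed, 4 in moderate cachexia alone, 2 in both stages and 4 in severe cachexia alone, an odds ratio of 1.65 against the other genes tested (Fisher's exact test, two-sided, p = 0.145). The legend of Fig. 5A names a test among the groups and no minimum fold, so the paper's count is not a like one. By a one-way test among the groups, run after the values were seen, 31 of the 56 had an unadjusted p under 0.05. At the adjusted p, 32 passed in either stage or both (odds ratio 1.28, Fisher's exact p = 0.422). Of 24 genes of Fig. 5A that could be tested, 10 rose and 9 fell in moderate and 10 rose and 7 fell in severe cachexia (12 and 9, then 11 and 9, adjusted over the list alone). The study chose these 24 on the same samples, so their counts are not independent evidence of direction. Kat5, an acetyltransferase, had log2 fold changes of 0.98 (adjusted p = 0.00166) and 0.55 (adjusted p = 0.0279), and Jun, a subunit of AP-1, of 1.00 (adjusted p = 0.00668) and 1.29 (adjusted p = 0.0014) (n = 4 control, 3 moderate and 4 severe mice). Bcl6, a transcriptional repressor, had -1.49 (adjusted p = 2.33e-05) and -0.37 (adjusted p = 0.0461), and was higher in severe than in moderate cachexia by 1.12 (adjusted p = 0.00116). Timp1, an inhibitor of metalloproteinases, had 0.83 (adjusted p = 0.0858) and 1.67 (adjusted p = 0.00306).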

**Figure 5:**
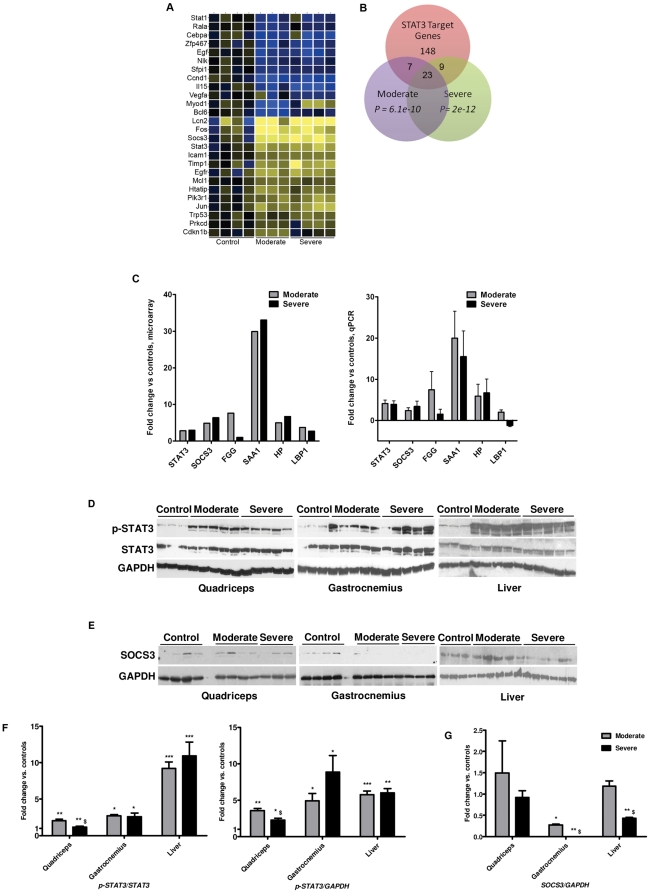
STAT3 and its target genes are activated in muscle in C26 cachexia. A: Heat map of gene expression changes of Stat3 and co-cited gene products, as identified by Genomatix Bibliosphere. Blue indicates down regulated genes, yellow up regulated, and black no change. Only genes with P<0.05 by one-way ANOVA are shown. B: A subset of STAT3 target genes identified through the literature are differentially regulated in moderate and severe cachexia versus controls. C: STAT3 and its target genes SOCS3 and CEBPD are increased at the mRNA level by microarray and qPCR. D: Protein levels for p-STAT3 and STAT3 in protein extracts from quadriceps, gastrocnemius and liver evaluated by Western blotting analysis. E: SOCS3 protein levels. F: quantitative analysis of p-STAT3/STAT3 and p-STAT3/GAPDH ratio (expressed as fold-change vs. controls). G: quantitative analysis of SOCS3 protein levels (expressed as fold-change vs. controls). GAPDH was used as an internal reference to confirm equal loading. n = 3–5 per group; *P<0.05, **P<0.01, ***P<0.001 vs. Controls, ^$^P<0.05 vs. moderate.

We also asked whether STAT3 target genes were also induced. Examination of the literature resulted in identification of 186 validated STAT3 target genes identified in several different species and systems (Table S6) [41], [42], [43], [44], [45], [46]. Of those, 39 were expressed in either moderate or severe cachexia or both (Figure 5B).

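Target genes of STAT3 passed the paper's thresholds more often than the other genes tested, and most of those that passed rose. Of 116 genes of Table S6 that could be tested, 33 passed, 10 in moderate cachexia alone, 19 in both stages and 4 in severe cachexia alone, 26 of them up and 7 down. This was 28.4% of the list against 11.5% of the other genes tested (odds ratio 3.07, Fisher's exact test, two-sided, p = 6.71e-07). Fisher's test takes genes as independent, which genes measured on the same mice are not, so its p-values here do not measure variation between mice. Npc1, a cholesterol transporter of the lysosome, had log2 fold changes of 3.08 (standard error 0.29) in moderate and 1.39 (standard error 0.27) in severe cachexia, and Maff, a small Maf transcription factor, of 3.08 (standard error 0.33) and 0.98 (standard error 0.30) (n = 4 control, 3 moderate and 4 severe mice). Junb, an early response gene, rose by 2.61 and 1.48 on the log2 scale, and Icam1, an adhesion molecule, by 0.62 and 0.75. Apol6, a member of the apolipoprotein L family, fell (-1.69 and -1.43). In moderate cachexia 29 of the 116 passed (odds ratio 3.18, Fisher's exact p = 1.17e-06) and in severe cachexia 23 (odds ratio 3.49, Fisher's exact p = 2.46e-06). At an adjusted p under 0.05 from limma, 75 changed in either stage or both (odds ratio 1.77, Fisher's exact p = 0.00361). In moderate cachexia 50 rose and 15 fell, and in severe cachexia 47 rose and 11 fell (52 and 16, then 49 and 12, adjusted over the list alone). Camera gave an adjusted p of 0.000929 in moderate (median log2 fold change 0.26, adjusted p = 0.128 with an estimated correlation) and 0.00109 in severe cachexia (median 0.19, adjusted p = 0.0982 with an estimated correlation).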

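Stat3 and Cebpd, transcription factors of the acute phase response, rose in every mouse with cachexia. Stat3 (probe ILMN_2698046) had log2 signals of 10.32 ± 0.14 (SD, n = 4) in controls, 11.55 ± 0.13 (SD, n = 3) in moderate and 11.76 ± 0.09 (SD, n = 4) in severe cachexia. Log2 fold changes were 1.24 (standard error 0.11, adjusted p = 1.76e-05 from limma) and 1.44 (standard error 0.11, adjusted p = 5.85e-06). The difference of 0.21 between the stages did not pass the test (adjusted p = 0.294). Cebpd (probe ILMN_2707363) had log2 signals of 6.46 ± 0.17, 8.44 ± 0.40 and 7.81 ± 0.09, with log2 fold changes of 1.98 (standard error 0.17, adjusted p = 1.13e-05) and 1.36 (standard error 0.16, adjusted p = 0.000144). It was lower in severe than in moderate cachexia by a log2 difference of -0.63 (adjusted p = 0.0468). An exact two-sided permutation test gave the smallest p it allows, 0.0286, for both genes in each stage and for Cebpd between the stages, where Stat3 had p = 0.0857. The difference between stages for Cebpd no longer passed when any single mouse except moderate mouse 9 was left out (log2 differences of -0.66 to -0.44).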

Among the known STAT3 targets increased in quadriceps in moderate and severe cachexia were STAT3 itself and the transcription factor CCAAT/enhancer-binding protein δ (C/EBP δ) [47]. Both transcription factors participate in induction and maintenance of acute phase response gene expression, including fibrinogen, serum amyloid A, haptoglobin, and lipid binding protein [47]–[48] [22]. C/EEBPδ has also been shown to induce expression of myostatin [49], a negative regulator of muscle mass [3], [50]. Microarray results were confirmed by qPCR and demonstrated robust induction of STAT3, C/EBPδ and acute phase response genes in moderate and severe cachexia. 

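Acute phase genes rose in muscle in both stages, with Fga and Fgg high in the moderate mice and in 1 severe mouse. Of 24 positive acute phase genes, 19 rose and none fell in moderate cachexia (19 and 1 adjusted over the list alone; median log2 fold change 1.83, camera adjusted p = 2.31e-08, adjusted p = 0.23 with an estimated correlation). In severe cachexia 13 rose and none fell (14 and 0 adjusted over the list alone; median 1.11, or 0.84 with genes below background at their bound, and 0.666 without severe mouse 15; camera adjusted p = 1.95e-07, adjusted p = 0.264 with an estimated correlation). Saa1, serum amyloid A1, had log2 fold changes of 3.76 (standard error 0.44, adjusted p = 8.58e-05 from limma) and 3.90 (standard error 0.41, adjusted p = 7.61e-05), and its other probe had 0.51 and 0.50 (n = 4 control, 3 moderate and 4 severe mice). Hp, haptoglobin, rose 4.83-fold (adjusted p = 0.012) and 6.49-fold (adjusted p = 0.00427), with standard errors of the log2 fold change of 0.63 and 0.58. Lbp, which binds bacterial lipopolysaccharide, had 1.82 (standard error 0.22, adjusted p = 9.07e-05) and 1.38 (standard error 0.20, adjusted p = 0.000469). Fgg, the fibrinogen gamma chain, had 2.07 (standard error 0.45, adjusted p = 0.00352) and 0.71 (standard error 0.42, adjusted p = 0.205), and -1.35 between the stages (adjusted p = 0.0872, over a range of 0.000203 to 0.381 across the alternatives). The difference between the stages passed without severe mouse 15 (adjusted p = 0.000203) and without severe mice 11 and 15, left out after the data were seen (adjusted p = 0.000307). Its log2 signal was 6.81 to 7.19 in the moderate mice and 7.40 in severe mouse 15, against 4.75 to 5.43 in the other severe mice. Fga, the alpha chain, was not well above background in controls, at least 8.51-fold higher in moderate cachexia, and did not pass in severe cachexia (adjusted p = 0.0976). Exact two-sided permutation tests gave p = 0.0286 for Saa1 and Lbp in each stage, for Fgg in moderate and for Hp in severe cachexia, 0.0571 for Hp in moderate and 0.314 for Fgg in severe cachexia. Of the 7 genes of Fig. 5C, 7 rose in moderate and 6 in severe cachexia, also when adjusted over the list alone (camera adjusted p = 4.88e-06 and 2.26e-06, adjusted p = 0.134 and adjusted p = 0.135 with an estimated correlation). The study chose these 7 on its samples, so the counts are not independent evidence of direction. Of 15 hepatocyte markers, 4 rose and 2 fell in moderate and 2 fell in severe cachexia (4 and 2, then 0 and 2, adjusted over the list alone; camera adjusted p = 0.269 and 0.864), and albumin (Alb) was at background on all 11 arrays. With the deposited ratios, the rises of Saa1 were 4.90 and 5.05 and did not pass the test (adjusted p = 0.154 and 0.13, ranges 3.43e-05 to 0.345 and 2.71e-05 to 0.294 across the alternatives). Without moderate mouse 5 that of Hp in moderate cachexia did not pass (adjusted p = 0.0712, range 0.00394 to 0.0775). From the expression of STAT3 target genes, the paper proposes that STAT3 activity was increased in cachexia.

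**Figure D3:**
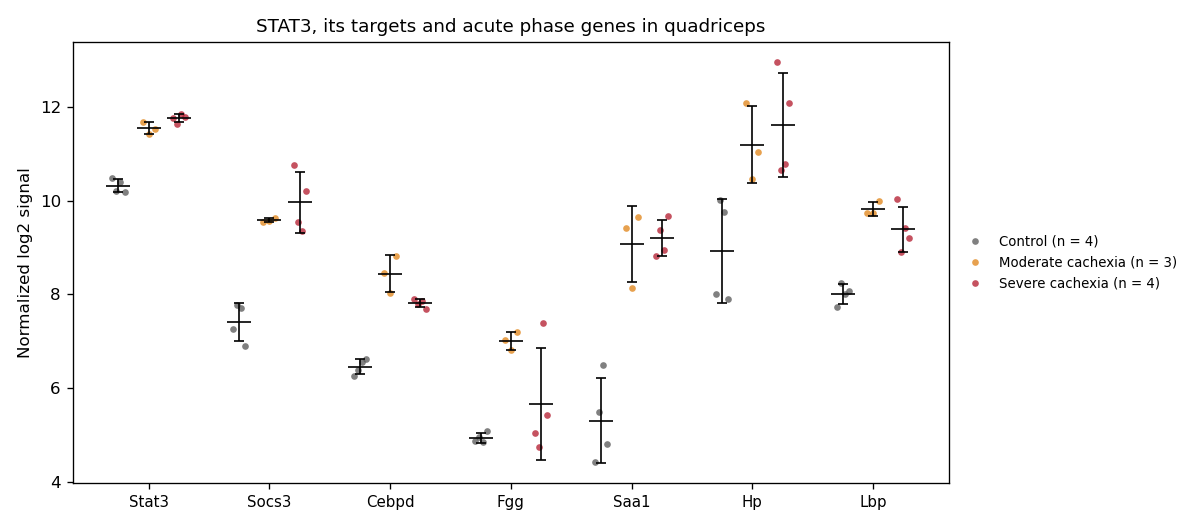
Log2 signal of Stat3, Socs3, Cebpd, Fgg, Saa1, Hp and Lbp by group. Points are mice and bars are the mean ± SD (n = 4 control, 3 moderate and 4 severe mice). For Fgg, severe mouse 15 lies with the moderate mice.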

STAT3 also is known to induce expression of its own feedback inhibitor, Suppressor of Cytokine Signaling-3 (SOCS3). Indeed, SOCS3 was increased at the mRNA level in cachexia (Figure 5C).

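Socs3, the feedback inhibitor of IL-6 and STAT3 signaling, rose in every cachectic mouse. Its log2 signal was 7.41 ± 0.41 (SD, n = 4) in controls, 9.58 ± 0.04 (SD, n = 3) in moderate and 9.97 ± 0.65 (SD, n = 4) in severe cachexia (probe ILMN_2618176). Log2 fold changes were 2.17 (standard error 0.30, adjusted p = 0.000227 from limma) and 2.56 (standard error 0.27, adjusted p = 8.49e-05). Between the stages, Socs3 differed by 0.39 (adjusted p = 0.462), which did not pass the test. The groups of each stage did not overlap with the controls (exact two-sided permutation p = 0.0286, the smallest 3 or 4 mice against 4 allow), and between the stages the exact p was 0.429.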

All this robust STAT3 target gene expression suggested that STAT3 activity was increased in cachexia. STAT3 is activated in part by phosphorylation at Y705, which induces dimerization, nuclear translocation and DNA binding [51], [52]. Western blotting analysis of muscle extracts showed increased pY705-STAT3 levels in both quadriceps and gastrocnemius of mice bearing the C26 tumor, in both moderate and severe cachexia (Figure 5 D). Analogously, a marked increase in pY705-STAT3 levels was observed in the liver (Figure 5 D–F). Interestingly, SOCS3 was found to be only minimally up regulated at the protein level in moderate cachexia in quadriceps and not at all in quadriceps in severe cachexia, while it was down-regulated in gastrocnemius samples in both moderate and severe cachexia (Figure 5 E–G). In contrast, SOCS3 was unchanged in liver samples from both control and cachectic mice (Figure 5 E–G). Consistent with increased muscle pY705-STAT3 levels, overall increased nuclear pSTAT3 levels and myonuclei localization were observed in muscle from mice with C26 cachexia (Figure 6A–B).

**Figure 6:**
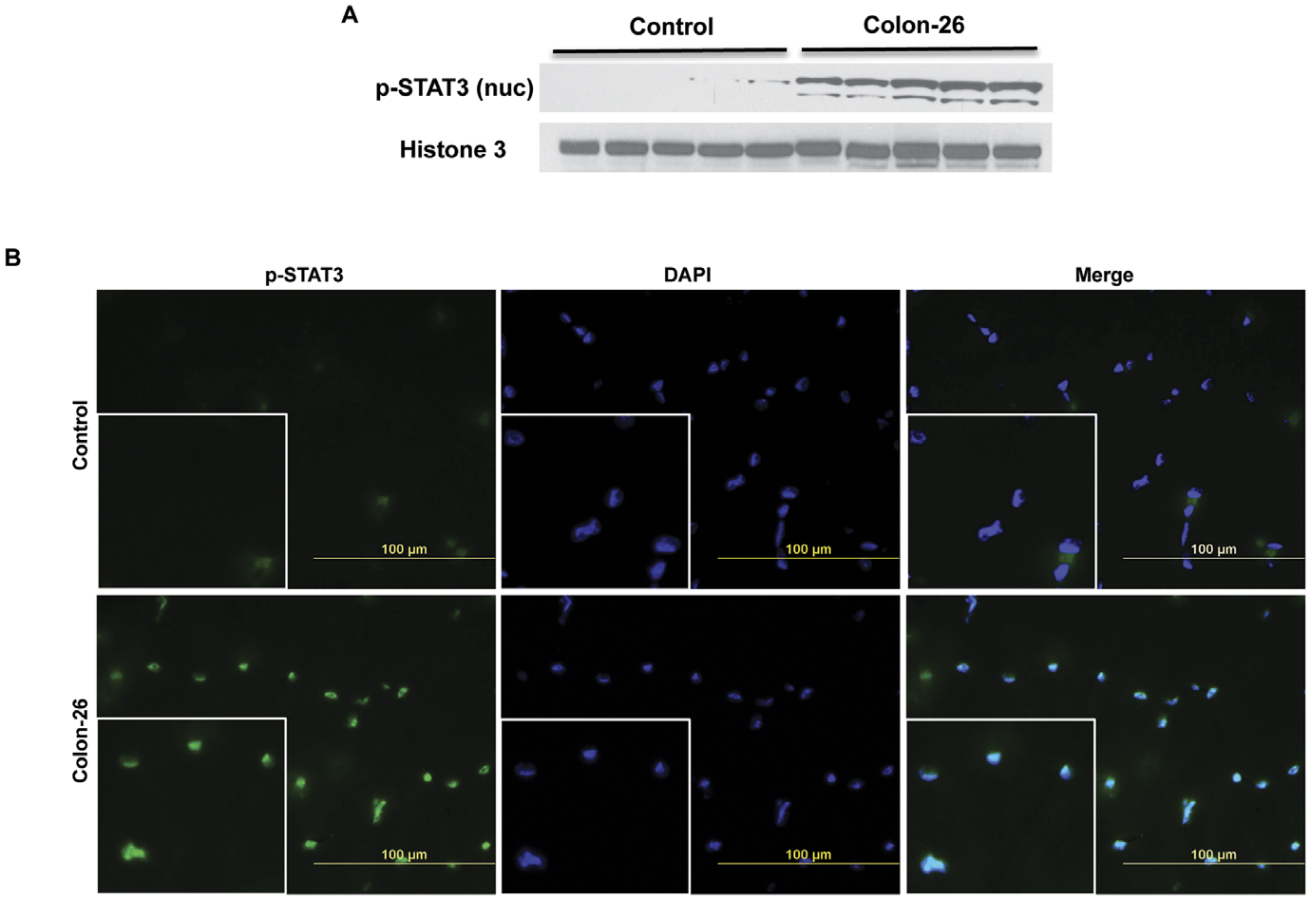
STAT3 nuclear localization is increased in the muscle of C26-bearing mice. A, p-STAT3 protein levels are increased in nuclear extracts prepared from quadriceps of severely cachectic C26 tumor-bearing mice compared to controls. n = 5 per group. B, Immunofluorescence analysis performed reveals increased pSTAT3 localization in myonuclei of gastrocnemius from severely cachectic C26 tumor-gearing mice (green). Nuclear staining is shown in blue (DAPI).

### Skeletal muscle is a major contributor for acute phase response production

Given the robust induction of acute phase gene RNA in cachexia (Figure 5), we sought to confirm expression at the protein level. By Western blotting analysis, levels of the secreted protein fibrinogen in quadriceps extracts were increased 2–12 fold in mice with C26 cachexia versus controls, depending upon which band is quantified (Figure 7A). In liver, fibrinogen protein levels were increased 2–5 fold (Figure 7A). Measuring fibrinogen signal against a standard curve of purified murine fibrinogen, normal quadriceps contained approximately 0.9 ng fibrinogen per µg of protein, while quadriceps in C26 cachexia contained 1.9 ng/µg (Figure 7B), a ∼2-fold increase. Normal liver contained 1.8 ng/µg fibrinogen, while liver in C26 cachexia contained 5.2 ng/µg fibrinogen, a ∼3-fold increase. Fibrinogen expression was also increased in quadriceps as well as liver in response to administration of IL-6 (Figure 7B), suggesting this may be a general response to conditions of high IL-6 and not limited to cancer.

**Figure 7:**
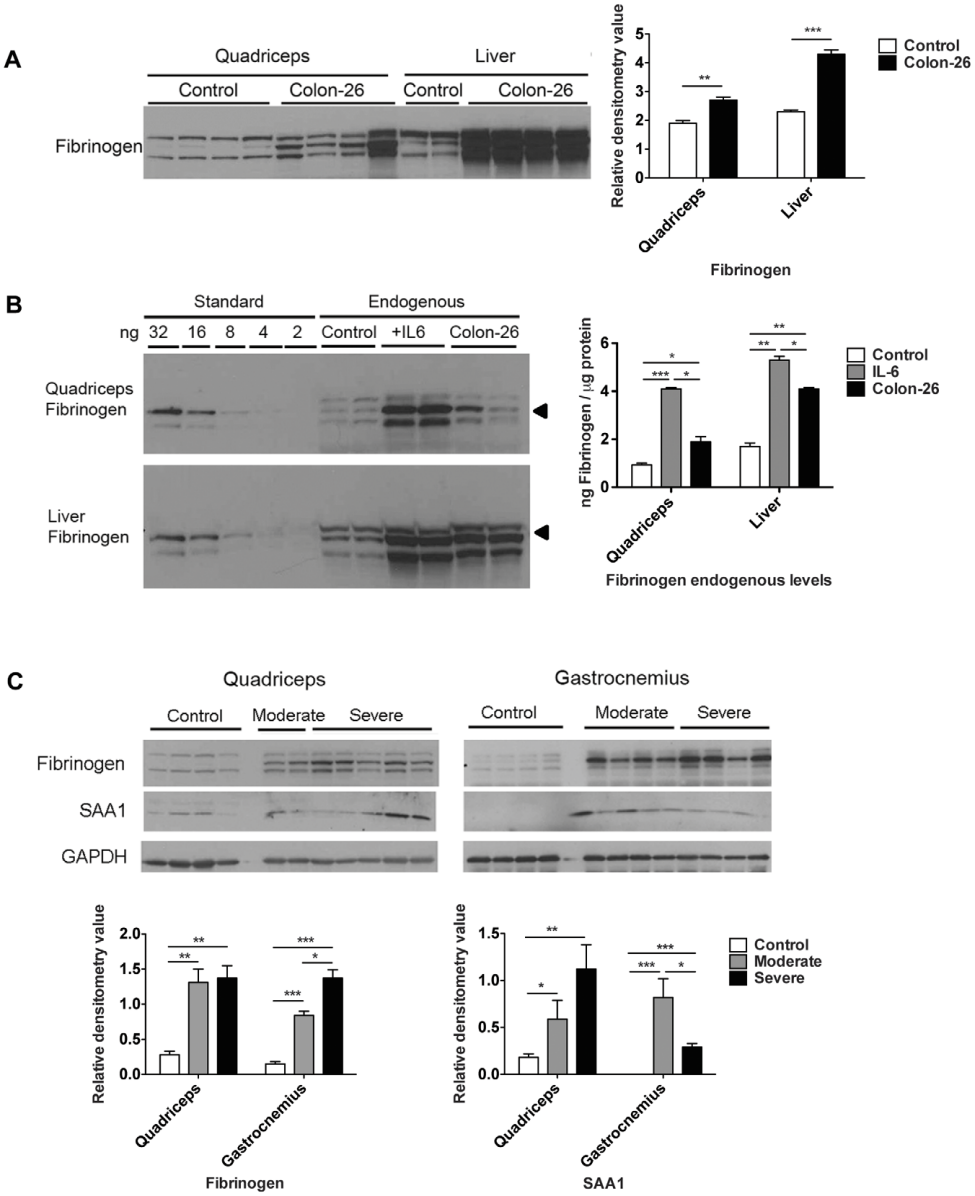
Robust expression of acute phase response proteins in skeletal muscle versus liver in C26 cachexia. A. Western blotting and quantitation of fibrinogen levels in control and C26 quadriceps and liver. Data (mean ± SEM) are expressed as relative densitometry value. **P<0.01, ***P<0.001. B, Western blotting analysis of fibrinogen standard proteins and quadriceps and liver extracts for control, CHO-IL6 injected nude mice and C26 injected CD2F1 mice. Quantitation was performed on the band indicated by the arrow. Data (means ± SEM) are expressed as ng fibrinogen / µg protein. *P<0.05, **P<0.01, ***P<0.001. C, Western blotting analysis demonstrates significantly increased fibrinogen and SAA1 protein levels in quadriceps and gastrocnemius in moderate and severe C26 cachexia. *P<0.05, **P<0.01, ***P<0.001.

These results in Figure 7A and 7B indicate that the magnitude of fibrinogen induction and synthesis in quadriceps is similar to that in the liver. Fibrinogen expression was also increased in gastrocnemius in moderate and severe cachexia (Figure 7C), indicating that fibrinogen is likely widely expressed in skeletal muscle. Protein levels of SAA1 were also increased in quadriceps and gastrocnemius by Western blotting analysis, suggesting that skeletal muscle might express proteins for most or all of the acute phase response genes induced at the mRNA level.

### Cultured skeletal muscle fibers express acute phase response proteins in response to IL-6 or STAT3 activation

Despite the induction of fibrinogen and SAA mRNA in muscle, the protein levels of acute phase proteins in skeletal muscle extracts theoretically could be due to contaminating plasma. In order to further test our hypothesis that fibrinogen is produced directly from skeletal muscle following activation of the IL-6/STAT3 pathway, we infected C2C12 murine myotube cultures with a recombinant adenovirus expressing a constitutively activated form of STAT3, cSTAT3 [53], along with GFP as a marker. Western blotting of C2C12 extracts 48h after infection demonstrated significant elevation of fibrogen in Ad-cSTAT3-GFP cultures versus Ad-GFP cultures (+86% vs. GFP, p<0.01; Figure 8A). In order to determine whether fibrinogen was produced after IL-6 challenging, C2C12 myotubes were exposed to murine recombinant IL-6 for up to 48 h. This resulted into an overall increase in fibrinogen, both in the cellular compartment by Western blotting (Figure 8B) and in the culture medium by ELISA (Figure 8C). These experiments show that even in the absence of other cell types and tissues, skeletal muscle cells respond to IL-6 and activation of STAT3 by synthesizing acute phase protein RNAs and proteins for secretion.

**Figure 8:**
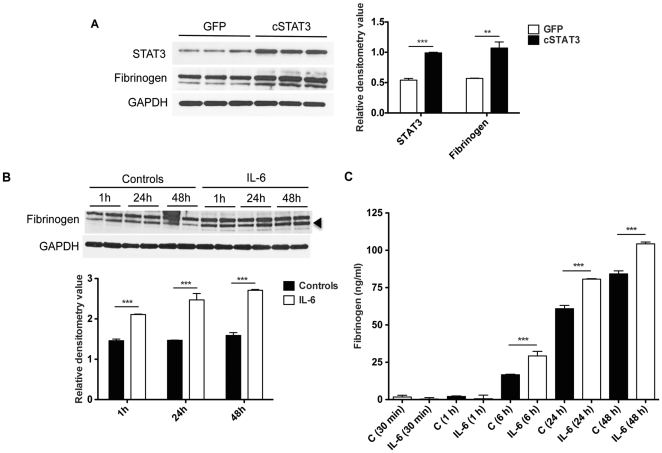
Fibrinogen is produced and released by the skeletal muscle following activation of the IL-6/STAT3 pathway. A, Western blotting analysis and quantitation of fibrinogen in C2C12 myotubes infected with Ad-cSTAT3-GFP or Ad-GFP as control. Fibrinogen expression was increased consistent with the increase in the levels of STAT3. **P<0.01, ***P<0.001 vs. GFP. B, Western blotting analysis and quantitation of fibrinogen expression in C2C12 treated with IL-6 (100 ng/ml) for 1, 24, 48 h. GAPDH was used as loading control. Increased expression of fibrinogen was observed at each time point after IL-6 treatment. Data (means ± SEM) are expressed as relative densitometry value. ***P<0.001 vs. respective controls. C, Fibrinogen levels by ELISA of the conditioned medium of C2C12 exposed to IL-6 for 30 min, 1, 6, 24, 48 h. Fibrinogen levels were significantly elevated after 6, 24 and 48 h of IL-6 treatment. Data (means ± SEM) are expressed as ng/ml. **P<0.01, ***P<0.001 vs. controls (C).

## Discussion

We sought to mimic the high serum IL-6, acute phase response and muscle wasting of patients with cancer cachexia. We chose C26 adenocarcinoma, which exhibits increased circulating levels of IL-6 that coincide with muscle wasting [15]. Certain clones of the C26 that do not cause cachexia coincidently do not produce IL-6 [54], [55], [56]. Consistent with a causative role in muscle wasting in humans, circulating IL-6 has been reported to be a marker of weight loss in patients afflicted by various forms of cancer [19]. Moreover, direct administration of IL-6 to mice induces systemic muscle wasting. The consistency of such muscle wasting across various routes of IL-6 administration, including by direct injection of recombinant IL-6 [11], by transgenesis [57], by implantation of osmotic pump delivering recombinant IL-6 [13], by injection of IL-6 expressing CHO cells into athymic nude mice [12]–[13], and by transfection of plasmid DNA encoding IL-6 [14], [58], testifies to the potency by which IL-6 causes the cachectic phenotype.

Regardless, IL-6 is likely not the only cytokine mediating muscle wasting in cancer or even in the C26 model. Inhibition of IL-6 only partially rescues muscle wasting in the C26 model, causing some to conclude that IL-6 is only one of several players involved in the C26 model and cannot by itself induce the full cachectic syndrome [16]. The other cytokines we observed increased in C26 mice that might also play a role in muscle wasting include IL-6-family ligands such as LIF, as well as TNF-a, IFN-gamma, all of which can induce cachexia independently. Zhou et al. recently hypothesized IL-6 might serve only a marginal role in cachexia [59]. Consistent with prior studies [60], they reported that myostatin inhibition using a soluble receptor-fusion protein developed by Lee et al. [61] reduced muscle loss in the C26 model. Serum IL-6 levels in such mice were not different from control treated C26 mice. As well, the authors were unable to induce muscle loss in mice given recombinant IL-6 by osmotic pump. They conclude that muscle depletion in cancer cachexia might depend upon myostatin and related ligands rather than on pro-inflammatory cytokines alone. An alternative interpretation of those data, however, is that myostatin inhibition results in muscle hypertrophy, which balances IL-6 or other cytokine-induced muscle wasting. Secondly, it is also likely that the authors failed to achieve a sufficient dose of IL-6 to effect wasting. They used human IL-6, which has a 5- to 10-fold lower activity than murine IL-6 on murine cells [62], at levels 40-60-fold less than those reported to induce severe wasting [13]. (The ED_50_ for recombinant human IL-6 in the T1165.85.2.1 mouse plasmacytoma assay is 0.2–0.8 ng/ml, while it is 0.02–0.06 ng/ml for recombinant murine IL-6.) Thus the preponderance of evidence indicates that IL-6 can cause muscle wasting. Whether the effect is direct or indirect is still unclear and what mechanism leads to muscle wasting is still unknown.

Here we document that the STAT3 pathway is activated in skeletal muscle in C26-bearing mice and that expression of STAT3 target genes including the acute phase response genes are activated. Among the STAT3 target genes significantly induced was SOCS3, a classical feedback inhibitor of STAT3 activation. STAT3 induces expression of SOCS3 which binds to activated JAKs and receptors to inhibit STAT3 activation in at least three ways: by preventing binding of STAT to activated receptors, by binding and inhibiting activated JAKs and by targeting JAKs and receptors for degradation [63]. Thus high levels of SOCS3 protein should inhibit STAT3 activation. In contrast to the high SOCS3 mRNA levels in muscle, however, we observed little to no increase in SOCS3 protein either in muscle or in liver. This lack of SOCS3 protein explains in part how high pSTAT3 levels could persist regardless of high SOCS3 RNA levels and how sustained STAT3 activation might continue to drive muscle wasting while ostensibly activating its inhibitor.

Emerging data indicate that SOCS3 is regulated transcriptionally, but also post-transcriptionally and post-translationally. TNF stabilizes SOCS3 mRNA elicited by lipopolysaccharide [64], [65]. N-terminal truncated splice variants of SOCS3 generated under stress conditions show greater stability than full-length, revealing an important role for transcriptional control of SOCS3 [66]. Furthermore, Jak-mediated phosphorylation of SOCS3 at two tyrosine residues in the conserved SOCS box, Tyr204 and Tyr221, fully destabilizes SOCS3 protein and activates its proteasome-mediated degradation, while, on the contrary, a phosphorylation-deficient mutant of SOCS3, Y204F/Y221F, can remain stable in the presence of activated Jak2 and receptor tyrosine kinases [67], [68]. These results indicate that JAK/STAT activation drives not only SOCS3 mRNA expression, but also its proteolytic degradation. Recently, a reduction in SOCS3 levels has been found to be associated with, and even preceding, a decrease in MyHC in an experimental model of muscle unloading [69]. Taken together, these observations suggest that SOCS3 may not be present in sufficient quantities to inhibit STAT3 activation in cachectic muscle. Thus stabilization of SOCS3 protein might represent an intervention for muscle wasting with high IL-6.

In this experimental work we also confirm that at least two acute phase response proteins, fibrinogen and SAA1 are expressed in muscle, and that in the case of the former, at levels about half of that expressed in the liver. The significance of these results is at least three-fold. First, they establish skeletal muscle as an important source of acute phase protein synthesis. Second, they establish a molecular link between the observations of high IL-6, increased acute phase response proteins and muscle wasting in cancer. Third, they suggest a molecular mechanism through which STAT3 might causally influence muscle wasting by altering the profile of genes expressed and mRNAs translated in muscle.

Generally, the acute phase response is considered to be hepatic in origin, although several reports document expression of acute phase response genes in lung and mammary tissue [70]–[71]. Our results indicate that skeletal muscle may be a major physiological source of acute phase response proteins, both at baseline and in pathological conditions of high IL-6, including cancer. Skeletal muscle constitutes ∼40% of total body weight, while the liver is 10-fold smaller, at 4.5-5%. If the relationship of fibrinogen content we observed is representative of other acute phase response proteins, muscle might be the greater source of acute phase proteins, synthesizing about 5-times the protein produced in the liver. Thus skeletal muscle might be a key player in innate immunity.

In addition to its functional and metabolic roles, skeletal muscle is the major protein reservoir in the body. Under disease conditions, the mobilized free amino acids can also be utilized for metabolism of vital organs such as the liver, heart, brain or lung [72]. Highly plastic, skeletal muscle proteolysis has been proposed to be the main source for free amino acids for the hepatic acute phase response. Prolonged synthesis of acute phase response proteins, such as fibrinogen, is metabolically expensive and might induce nutritional deprivation of skeletal muscle [25]. Calculation by others suggest that catabolism of 2.6 grams of muscle protein is required to produce 1 gram of fibrinogen [25], [29]. As our experiments suggest, in addition to providing amino acids to the liver for production of acute phase response proteins, the skeletal muscle itself synthesizes acute phase response proteins. Indeed, we have shown the production and the release of fibrinogen from muscle *in vitro* in C2C12 myotubes following activation of the STAT3 signaling pathway. STAT3 is the main *in vivo* inducer of hepatic acute phase response expression [73], thus STAT3 is a strong candidate for mediating the muscle acute phase response.

Inflammation and correspondingly increased acute phase response protein levels are a hallmark of cancer cachexia. It has been hypothesized that hepatic synthesis of positive acute phase response proteins using amino acids liberated from skeletal muscle proteins is a major driver of skeletal muscle proteolysis, although the nature of the signal mediating both processes was not suggested [25]. Our findings show that IL-6 apparently mediates both the hepatic and skeletal muscle acute phase response through STAT3 activation in cancer, thereby positioning the IL-6/STAT3 pathway as a potentially important target to reduce skeletal muscle wasting. STAT3-mediated production of acute phase response proteins could represent a major re-prioritization of protein synthesis in skeletal muscle, away from structural proteins and towards secreted proteins. Given the enhanced proteolysis of structural proteins in cachexia, freed amino acids may be synthesized into acute phase response proteins. Ultimately this would drain protein reserves in skeletal muscle and thus represents a causal mechanism for muscle wasting in cancer.

STAT3 activation has also been observed in muscle in other experimental models of cancer cachexia with high IL-6, namely Apc^Min/+^ mice [74]. Extending these observations to other settings of muscle wasting and elevated IL-6 and related cytokines, STAT3 activation might also mediate muscle loss in obesity [75], advanced age or sarcopenia [76], inflammatory myopathies [77], burn [78], and other diseases.

## Methods

### Mice

All animal procedures were approved by the University of Miami Institutional Animal Care and Use Committee under protocols 08–174 and 10–071. CD2F1 mice were purchased from Charles River Laboratory. Colon26 cells (a gift from Dr. Donna McCarthy) were cultured in Advanced RPMI 1640 medium supplied with 10% fetal bovine serum and 1% penicillin/streptomycin and maintained in a 5% CO_2_, 37oC humidified incubator. Cells were passaged when sub-confluent, and 1×10^6^ cells per mouse were injected subcutaneously (5×10^5^ cells in each flank). Mice were weighed daily then euthanized under isoflurane anesthesia. Tissues were collected and weighed then snap frozen in liquid nitrogen. Quadriceps and liver samples in Figure 6 for IL-6 treatment were generated as in [13], [35], [36], [79], [80].

### Cell cultures

Murine C2C12 skeletal myoblasts (ATCC, Manassas, VA, USA) were grown in high glucose Dulbecco's Modified Eagle's Medium (DMEM) supplemented with 10% FBS, 100 U/ml penicillin, 100 mg/ml streptomycin, 100 mg/ml sodium pyruvate, 2 mM L-glutamine, and maintained at 37°C in a humidified atmosphere of 5% CO_2_ in air. For the experiments, cells were seeded at 35000/cm^2^ to obtain full confluence 24 h later. Differentiation to myotubes was induced by shifting confluent cultures to DMEM supplemented with 2% horse serum. The medium was changed every 2nd day, and within 5 days most of the cells were fused to form myotubes. Cells were then exposed to either Ad-CMV-GFP or Ad-cSTAT3-GFP (Vector Biolabs, Philadelphia, PA, USA) or treated with IL-6 (100ng/ml; R&D Systems, Minneapolis, MN, USA) for up to 48 h. Samples were then collected after each time point and used for further analyses.

### ELISA

Aliquots (150 µl) of culture supernatant from C2C12 myotubes exposed to IL-6 were collected at every time point. Fibrinogen levels were then assayed using the AssayMax Mouse Fibrinogen ELISA kit (AssayPro, St. Charles, MO, USA) following the instructions provided by the manufacturer.

### Serum Analyte Profiling

All samples were stored at −80°C until tested (Rules Based Medicine, Austin, TX). Platelet poor plasma samples were thawed at room temperature, vortexed, spun at 13,000 x g for 5 minutes for clarification and 150 µL was removed into a master microtiter plate. Each sample was introduced into the capture microsphere multiplexes of the RodentMAP 2.0, thoroughly mixed and incubated at room temperature for 1 hour. Multiplexed biotinylated reporter antibodies were then added, mixed and incubated for an hour at room temperature. Multiplexes were developed using an excess of streptavidin-phycoerythrin solution. Analysis was performed in a Luminex 100 instrument and the resulting data stream was interpreted using proprietary data analysis software developed at Rules-Based Medicine and licensed to Qiagen Instruments. Unknown values for each of the analytes localized in a specific multiplex were determined using 4 and 5 parameter, weighted and non-weighted curve fitting algorithms included in the data analysis package.

### RNA extraction and quantitative Real-Time PCR (qRT-PCR)

Total RNA was extracted from flash frozen quadriceps using TRIzol as previously described [81], [82]. Total RNA was quantified with a Nanodrop 8000 Spectrophotometer (Thermo Scientific, Wilmington) and its quality was assessed with a Bioanalyzer 2100 using the RNA 6000 Nano kit (Agilent, Santa Clara, CA). First-strand cDNA was synthesized from total RNA using the SuperScript First-Strand Synthesis System with SuperScript II reverse transcriptase, according to the manufacturer protocols (Invitrogen, Carlsbad, CA). The generated cDNA was used as a template in real-time PCR reactions with QuantiTect SBR-Green PCR master-mix (Bio-RAD) and were run on a Bio-Rad MyIQ machine. Quantitative Real-time PCR reactions consisted of 1x SybrGreen Supermix (Bio-Rad), 0.25 mmol/L forward and reverse primers, and 10 ng cDNA. Cycling conditions consisted of a three-step amplification and melt curve analysis using the iQ5 Real-time PCR detection System (Bio-Rad). Relative gene expression was normalized by dividing the specific expression value (starting quantity, ng) by the glyceraldehyde-3-phosphate dehydrogenase (GAPDH) expression value and calculated using the 2^-δΔCT^ method [83]. Primer sequences are provided in Table S1.

### Microarray

Biotinylated cRNA was prepared using the Illumina TotalPrep RNA Amplification Kit (Ambion, Inc., Austin, TX) according to the manufacturer's instructions, starting with 400 ng total quadriceps RNA. Successful cRNA generation was checked using the Bioanalyzer 2100. Samples were added to the BeadChip after randomization using the randomized block design to reduce batch effects. Hybridization to the MouseWG-6 v2.0 Expression BeadChips (Illumina, Inc., San Diego, CA), washing and scanning were performed according to the Illumina BeadStation 500 manual (revision C). The resulting raw microarray data were generated using Illumina BeadStudio. GeneSpring GX 7.3 was used for data normalization, statistical analysis (ANOVA, t-test) and hierarchical clustering. Only genes that were detected present (Illumina detection call p<0.01) in at least one group (control, moderate cachexia or severe cachexia) were included in the analysis. NextBio Professional and GeneGo Metacore were used for gene and pathway analysis. Genomatix Bibliosphere was used to generate a list of STAT3 associated genes.

All microarray data are MIAME compliant and have been deposited in the Gene Expression Omnibus (GEO) Database (NCBI) as Series GSE24112. Reviewers can access the data anonymously at the following link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=bpyvjkkekkwswxk&acc=GSE24112.

### Western Blotting

Total protein extract was obtained by homogenizing either skeletal muscle or C2C12 myotube samples in RIPA buffer (150 mM NaCl, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and 50 mM Tris, pH 8.0) added with a protease inhibitor cocktail (Roche, Indianapolis, IN, USA). Nuclear extracts resulted from homogenization of muscle tissue in ice cold 10 mM HEPES, pH 7.5, containing 10 mM MgCl_2_, 5mM KCl, 0.1 mM EDTA pH 8.0, 0.1% Triton X-100, 0.1 mM phenylmethanesulfonyl fluoride [PMSF], 1 mM DTT, 2 µg/ml aprotinin, 2 µg/ml leupeptin. Samples were then centrifuged (5 min, 3000 g), pellets resuspended in ice cold 20 mM HEPES, pH 7.9, containing 25% glycerol, 500 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, pH 8.0, 0.2 mM PMSF, 0.5 mM DTT, 2 µg/ml aprotinin, 2 µg/ml leupeptin, and incubated on ice for 30 min. Cell debris were removed by centrifugation (5 min, 3000 g) and the supernatant collected and stored at –80°C. Protein concentration (for both total and nuclear extracts) was determined using the Bradford protein assay method (Thermo Fisher Scientific, Suwanee, GA, USA).

Either total or nuclear protein extracts (30 µg) were then electrophoresed in gradient SDS gels. Gels were transferred to nitrocellulose membranes. Membranes were blocked with 1X TBS, 0.1% Tween-20 (TBST) with 5% w/v Bovine Serum Albumin (BSA) at room temperature for 1 hour, followed by an overnight incubation with diluted antibody in blocking buffer at 4°C with gentle shaking. After washing with TBST, the membrane was incubated at room temperature for 1 hour with a goat polyclonal anti-rabbit IgG secondary antibody conjugated to horseradish peroxidase (HRP) (sc-2313, Santa Cruz Biotechnology Inc., Santa Cruz, CA). Membranes were visualized with enhanced chemiluminescence (Pierce SuperSignal Pico or Femto) followed by exposure to film. Antibodies were pSTAT3 (9145), STAT3 (9132), GAPDH (2118), Histone H3 (4499) from Cell Signaling (Beverly, MA), and SOCS3 (Abcam 3693), Fibrinogen (Dako A0080), and SAA1 (R & D Systems AF2948). Mouse fibrinogen for quantitation was from Oxford Biomedical Research.

### Immunofluorescence

Cryosections (8 µm) from gastrocnemius muscles of both controls and C26-bearing mice were fixed in 3% formaldehyde, permeabilized in PBS-Triton 0.1% and incubated with pSTAT3 primary antibody (9145, Cell Signaling) overnight at 4°C. After three washes in PBS (5 min each), sections were incubated with the fluorescent secondary antibody (Alexa Fluor 488, Invitrogen, Carlsbad, CA, USA) in common antibody diluent (BioGenex, San Ramon, CA, USA) for 1 h at room temperature (RT) in the dark. After being washed three times with PBS (5 min each), sections were counterstained with DAPI and mounted with ProLong Gold Antifade mounting medium (Invitrogen, Carlsbad, CA, USA). Images were collected with constant exposure time across samples.

### Statistical analysis

All results were expressed as means ± SEM. Representative Western blots show independent samples. Quantitation of the band intensities was performed using the ImageJ software (US National Institutes of Health, Bethesda, MD, USA). Significance of the differences was evaluated by analysis of variance (ANOVA) followed by Tukey's test for experiments with more than 2 groups or by Student t-test between 2 groups.

## Supporting Information

Table S1 **Primer sequences for real-time quantitative RT-PCR.**
(DOC)

Table S2 **Genes regulated in both moderate and severe cachexia.**
(XLS)

Table S3 **Genes regulated only in moderate C26 cachexia.**
(XLS)

Table S4 **Genes regulated only in severe C26 cachexia.**
(XLS)

Table S5 **Documented physical and functional interactions between STAT3 and other genes, by Genomatix.**
(XLS)

Table S6 **Validated STAT3 target genes, based upon the literature.**
(XLS)

# Supplementary material for: STAT3 Activation in Skeletal Muscle Links Muscle Wasting and the Acute Phase Response in Cancer Cachexia
**Source:** PLoS One. 2011 Jul 20;6(7):e22538. doi: 10.1371/journal.pone.0022538
**Supplement:** Table S1 — Primer sequences for real-time quantitative RT-PCR.

| | **Table S1: Primer sequences for real-time quantitative RT-PCR .** | | | | | --- | --- | --- | --- | | **Gene Symbol** | **Tm** | **Primers** | **Amplicon (bp)** | | FBXO32 | 63°C | S: 5’-CCATCAGGAGAAGTGGATCTATGTT-3’ | 75 | |  |  | AS: 5’-GCTTCCCCCAAAGTACAGTA-3’ |  | | SOCS3 | 62°C | S: 5’-TGCAGGAGAGCGGATTCTAC-3’ | 132 | |  |  | AS: 5’-TGACGCTCAACGTGAAGAAG-3’ |  | | PTPN2 | 65°C | S: 5’-CATTTCTGGCTCATGGTGTG-3’ | 141 | |  |  | AS: 5’-CACACTGAATCCCGTTTCCT-3’ |  | | GAPDH | 65 °C | S: 5’-TGCACCACCAACTGCTTAG-3’ | 147 | |  |  | AS: 5’-GGATGCAGGGATGATGTTC-3’ |  | | CEBPD | 65°C | S: 5’-ATCGACTTCAGCGCCTACAT-3’ | 101 | |  |  | AS: 5’-GCTTTGTGGTTGCTGTTGAA-3’ |  | | STAT3 | 65°C | S: 5’-TGAAGGTGGTGGAGAACCTC-3’ | 123 | |  |  | AS: 5’-GCTGCTGCATCTTCTGTCTG-3’ |  | | SAA1 | 62°C | S: 5’-GCGAGCCTACACTGACATGA-3’ | 119 | |  |  | AS: 5’-TTTTCTCAGCAGCCCAGACT-3’ |  | | LBP1 | 65°C | S: 5’-GGCTGCTGAATCTCTTCCAC-3’ | 109 | |  |  | AS: 5’-TAAGGCTGCAGGTCAGAGGT-3’ |  | | FGG | 65°C | S: 5’-GTACGTGGCCCAAGAGGTTGT-3’ | 145 | |  |  | AS: 5’-TAAAATCCTGGTTGGCTTCG-3’ |  | | HP | 65°C | S: 5’-GTATGTCATGCTGCCTGTGG-3’ | 129 | |  |  | AS: 5’-CAGAAGGTGTGCTCGTTCAA-3’ |  | | ACTC1 | 58 °C | S: 5`-CCAGCCCAGCTGAATCCA-3’ | 156 | |  |  | AS: 5`-ACACATCCTGGCACAGCTTTG-3’ |  | | TRIM63 | 65°C | S: 5’-ACCTGCTGGTGGAAAACATC-3’ | 147 | |  |  | AS: 5’-AGGAGCAAGTAGGCACCTCA-3’ |  | | *Tm, melting temperature.* | |  |  | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

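Quadriceps RNA of 11 mice (4 control, 3 with moderate and 4 with severe cachexia) was measured on Illumina MouseWG-6 v2.0 arrays, 1 array per mouse. The intensity values as deposited had been background-subtracted and quantile-normalized by the authors, and are on the linear scale. This was checked on the values themselves: 28.5% were below 0, and the sorted columns differed by at most 0.319. The detection p-value of each probe and array, as deposited, came from the authors' BeadStudio step and measures signal over background. The ratio values, as deposited by the authors, were these intensities floored at 1 and divided by the median of the control arrays. The normalization in GeneSpring GX is stated in the paper's methods, and settings of BeadStudio are not given in the sources used here. Protein, serum, liver and cell culture experiments of the paper are not analysed here.

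Analyses used R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib 3.10.9. Intensities were passed to neqc (normexp background correction fitted from the detection p-values, offset 16, quantile normalization, log2). Probes with a detection p under 0.01 on every array of at least 1 group were kept, 18837 of 45281, while 15906 passed on all 11 arrays and 23692 on at least 1. Of these 18837, 16074 had a gene name. Names came from the platform's table, in which 34885 probes had 1 symbol, 18 had several and 10378 had none; probes with several or none were left out. Each gene was represented by the probe with the highest mean log2 signal over all arrays, which gave 10134 genes. A gene whose probe was not detected on any array of a group is described as not well above background there, and its fold is a lower bound.

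A single limma model (lmFit, eBayes with an intensity trend) with 3 group means and no covariate was fitted to all arrays. Contrasts were moderate against control, severe against control and severe against moderate. The threshold was a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold, and counts at the paper's thresholds (a fold of at least 2 and an unadjusted p under 0.05) were made from the same fit. The 12 genes of Figs. 3A and 5C were also tested by exact two-sided permutation of the group labels, adjusted over the 36 tests of that family. The design, the alternatives and the gene lists were fixed before the data were examined, after reading the paper's tables. Genes to name were those the paper names, the 10 largest rises and falls per comparison among genes past the threshold whose groups did not overlap, and up to 4 members of each list with the smallest adjusted p; the text gives a selection of these.

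Gene lists numbered 56: pathway families of the paper's Fig. 4, programmes of muscle in a mouse with a tumor, markers of other cell types or tissues near a quadriceps, common reference genes and the paper's own lists. They were written by hand, and the databases the paper used were not used here. Lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over the 54 lists tested in each contrast, and again with the correlation estimated from the data. With the estimated correlation no list passed in any contrast, which is given beside each result. The lists read from the drawings of Figs. 3B and 5A were used to name and count genes and were left out of these tests, a change from the plan. Changed genes among the paper's lists of STAT3 interactions and targets were tested with Fisher's exact test, which takes genes as independent of each other. Overlap and correlation between the stages were compared with 100 simulations of unchanged groups against shared controls and with the 6 assignments of the controls to the stages, 2 to each. The simulations drew genes independently of each other, so their spread is narrower than that of correlated genes.

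The model and the tests were first tested on simulated data with these group sizes. Of 50 genes given a log2 change of 1, 42 were recovered in moderate, 49 in severe and 45 between the stages. Of 50 given a change of 0.5, 6, 13 and 5 were. Fewer genes were changed in the simulation than passed in the data, which makes the adjusted threshold stricter there, so recovery in the data can differ. Alternatives changed 1 choice at a time: no background correction, a normexp offset of 50, median scaling, the deposited ratios, other filters on detection, the mean of a gene's probes, only the arrays compared, the test the methods name, no intensity trend, other clustering, and each mouse left out in turn. No background correction means that normexp was left out and the deposited signals, already background-subtracted, were floored at 1. The deposited ratios rest on the same floored signals, so these settings are not independent of each other. Settings added after the data were seen were a replicate block on the deposited ratios, leaving out severe mice 11 and 15 together, taking any probe of a gene or its probe with the largest fold, the other probes of Fbxo32, list medians without each severe mouse, and a test among the groups over Table S5. A block for the chip could not be fitted because the chip of each array is not given in the sources used here.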

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

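Of the tests in this part, the one over hepatocyte transcripts at low levels in controls, those without severe mice 11 and 15 together and those with a replicate block were chosen after the result was seen, and ranges over the alternatives take in these settings. Genes that respond to glucocorticoids, which the paper does not discuss, had a median of 1.34 on the log2 scale in moderate cachexia (21 of 24 rose and none fell, 22 rose adjusted over the list alone; camera adjusted p = 4.26e-12, adjusted p = 0.134 with an estimated correlation). In severe cachexia 15 rose (15 adjusted over the list alone; median 0.79, camera adjusted p = 2.77e-07, adjusted p = 0.264 with an estimated correlation). Between the stages 11 were lower in severe cachexia (15 adjusted over the list alone; median -0.644, camera adjusted p = 4.38e-07, adjusted p = 0.469 with an estimated correlation). Severe mouse 11 had a median of 1.22, above the other severe mice, and control mouse 1 of -0.286, below the other controls. Pdk4, which restrains pyruvate oxidation, rose by 2.89 in moderate and 1.38 in severe cachexia. The list is not separate from others: 6 of its genes, Trim63 and Fbxo32 among them, are also in the list of ubiquitin ligases, and 3 in that of insulin, IGF and mTOR signaling.

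Genes of oxidative phosphorylation fell in both stages, a signal the paper does not report by that name. In severe cachexia 50 of 54 fell (50 adjusted over the list alone; median -0.586, camera adjusted p = 3.91e-18, adjusted p = 0.289 with an estimated correlation) and in moderate cachexia 43 (46 adjusted over the list alone; median -0.49, camera adjusted p = 5.09e-11, adjusted p = 0.425 with an estimated correlation). Cox7a1, a subunit of cytochrome c oxidase, had log2 fold changes of -0.83 and -1.70, and Sdhb, of complex II, of -0.79 and -0.83. Control mouse 3, at 0.017, lay apart from the other controls for this list. Cytosolic ribosomal proteins rose in severe cachexia (26 of 51, 33 adjusted over the list alone; median 0.278, camera adjusted p = 7.02e-09, adjusted p = 0.264 with an estimated correlation) and in moderate cachexia (12 of 51, 11 adjusted over the list alone; median 0.17, camera adjusted p = 0.000588, adjusted p = 0.425 with an estimated correlation), and were higher in severe than in moderate cachexia (median 0.123, camera adjusted p = 0.0198, adjusted p = 0.799 with an estimated correlation; 0 of 51 genes passed by limma, and 9 had an unadjusted p under 0.05). That difference did not pass without moderate mouse 9 (adjusted p = 0.339) or severe mouse 13 (adjusted p = 0.0824), over a range of 0.00177 to 0.799 across the alternatives.

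Genes of the unfolded protein and amino acid stress response rose in severe cachexia (10 of 28 rose and 1 fell, 13 and 1 adjusted over the list alone; median 0.493, or 0.313 without severe mouse 13, camera adjusted p = 0.000234, adjusted p = 0.408 with an estimated correlation), while in moderate cachexia 10 rose and 3 fell (the same adjusted over the list alone; camera adjusted p = 0.162). Ppp1r15a, a phosphatase subunit of that response, rose by 2.24 and 1.08. Autophagy and lysosome genes rose in moderate cachexia (16 of 42 rose and 1 fell, also adjusted over the list alone; median 0.261, camera adjusted p = 0.00156, adjusted p = 0.397 with an estimated correlation) and in severe cachexia (14 rose and 1 fell, also adjusted over the list alone; median 0.19, or 0.117 without severe mouse 13, camera adjusted p = 0.0125, adjusted p = 0.408 with an estimated correlation). Gabarapl1, which coats autophagosomes, rose by 2.86 and 1.10. Interferon-responsive genes fell in moderate cachexia (2 of 36 rose and 14 fell, 3 and 14 adjusted over the list alone; median -0.331, camera adjusted p = 0.0498, adjusted p = 0.665 with an estimated correlation), and not in severe cachexia, where severe mouse 11, at 0.235, lay apart from the other severe mice (6 rose and 7 fell, also adjusted over the list alone; camera adjusted p = 0.319). Without that mouse the fall passed in severe cachexia too (adjusted p = 0.0252, over a range of 0.0252 to 0.824 across the alternatives). With all mice, the difference between the stages did not pass by camera in the main analysis, so the fall is not shown to be particular to moderate cachexia. The list passed as higher in severe than in moderate cachexia without moderate mouse 5 (adjusted p = 0.0284) or severe mouse 13 (adjusted p = 0.0145), 15 (adjusted p = 0.0128) or 16 (adjusted p = 0.0164), without background correction (adjusted p = 0.0438), with the other filters on detection (adjusted p = 0.0246 to 0.0348) and with a replicate block on the deposited ratios (adjusted p = 0.019), over a range of 0.0128 to 0.84. The call in moderate cachexia was lost without control mouse 2 (adjusted p = 0.103), control mouse 3 (adjusted p = 0.0634), moderate mouse 9 (adjusted p = 0.0824), moderate mouse 12 (adjusted p = 0.0783), severe mouse 13 (adjusted p = 0.0548) or severe mouse 15 (adjusted p = 0.0562), over a range of 0.0136 to 0.665 across the alternatives. Other lists outside those the paper discusses had medians of -1.24 (adipocyte) and -1.14 (slow fiber) in moderate cachexia and of 0.815 (macrophage, 0.502 without severe mouse 11), 1.45 (neutrophil) and -1.52 (tendon and cartilage) in severe cachexia, with their tests given at the passages.

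Single mice lay far from the rest of their group for 9 of 132 groups tested over the lists and the genes of Figs. 3A and 5C, where chance gives about 1 in 20. Besides those above, they were control mouse 2 for the citrate cycle (0.0897), MAPK signaling (0.138) and tendon and cartilage (-0.09), control mouse 4 for endothelial markers (-0.107), and severe mouse 11 for macrophage markers (1.62).

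Several results differed between severe and moderate cachexia by a test of the difference itself. The count of genes was 707, reached by 1 of 35 splits of these 7 arrays, the real one and the smallest share they allow, with 166 genes in the highest of the others. For moderate against control, 1 of 35 splits, the real one with 4162 genes, and for severe against control likewise 1 of 35 with 3376, reached the count, with 2 genes in the highest of the others in each. Trim63 (-1.77), Fbxo32 (-1.16), Actc1 (-1.32) and Cebpd (-0.626) were lower in severe cachexia on the log2 scale, and so were the lists of ubiquitin ligases (median -0.273; 8 of 29 lower, 2 higher and 12 lower adjusted over the list alone; camera adjusted p = 0.00164, adjusted p = 0.469 with an estimated correlation) and of the muscle genes of Fig. 3A (median -1.16; 3 of 5 lower, also adjusted over the list alone; camera adjusted p = 0.0383, adjusted p = 0.537 with an estimated correlation), which the study chose on these samples. Also lower were the circadian clock (median -0.332; 3 of 14 lower, 5 adjusted over the list alone; camera adjusted p = 0.00164, adjusted p = 0.139 with an estimated correlation), with Per1, a repressor of the clock, at -1.12, and insulin, IGF and mTOR signaling (median -0.154; 8 of 55 lower, 12 adjusted over the list alone; camera adjusted p = 0.00167, adjusted p = 0.139 with an estimated correlation). Fatty acid oxidation was lower (median -0.164; 2 of 34 lower, also adjusted over the list alone; camera adjusted p = 0.0383, adjusted p = 0.799 with an estimated correlation), and skeletal myogenesis higher (median 0.187; 5 of 32 higher and none lower, 7 and 2 adjusted over the list alone; camera adjusted p = 0.0459, adjusted p = 0.595 with an estimated correlation).

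Some of these differences were lost when 1 mouse was left out. Skeletal myogenesis did not pass without any single mouse except moderate mouse 12 or severe mouse 11 (adjusted p = 0.0501 to 0.0626, over a range of 0.00929 to 0.595 across the alternatives). Fatty acid oxidation did not pass without moderate mouse 5 (adjusted p = 0.117), moderate mouse 9 (adjusted p = 0.158), severe mouse 11 (adjusted p = 0.0504) or severe mouse 13 (adjusted p = 0.0509), over a range of 0.00177 to 0.799. The genes of Fig. 3A did not pass without control mouse 2 (adjusted p = 0.0626), moderate mouse 9 (adjusted p = 0.0647) or severe mouse 13 (adjusted p = 0.0721), over a range of 0.00546 to 0.537. The difference for Actc1 did not pass without any single mouse except moderate mouse 12 (adjusted p = 0.0602 to 0.137, limma, over a range of 0.0068 to 0.473), and that for Cebpd without any except moderate mouse 9 (adjusted p = 0.0511 to 0.163, limma, over a range of 0.0111 to 0.208). Without moderate mouse 5, 195 genes differed between the stages.

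Transcripts made mainly by liver, Fga, Fgg, Ambp (log2 fold change 1.84, adjusted p = 0.0163), Hpx (at least 3.82-fold, adjusted p = 0.00386) and Apoa1 (1.59, adjusted p = 0.0474), rose in moderate and did not pass in severe cachexia, and none passed severe against moderate with all mice (adjusted p from 0.0667 to 0.407, limma). Fgg did without severe mouse 15 (adjusted p = 0.000203, range 0.000203 to 0.381), as did the hepatocyte list (camera adjusted p = 0.00941, range 0.000496 to 0.84, against 0.179 with all mice) and the positive acute phase list (camera adjusted p = 0.00664, range 4.66e-05 to 0.84, against 0.166), the latter also without moderate mouse 9 (adjusted p = 0.0394) or severe mouse 11 (adjusted p = 0.0185), so the call between the stages depends on single mice; without severe mice 11 and 15 the p-values were 0.000307, 0.000496 and 4.66e-05. Against liver RNA in the moderate samples as the whole source, albumin was at background on all 11 arrays, as were Apob, Fabp1, Cps1 and Tat. A test over the 21 hepatocyte transcripts detected on at most 1 control array was chosen after the values were seen. Their median change was 0.058 ± 0.502 (SD), and 3 of them were higher by at least 1. The smallest change of the 5 liver-secreted transcripts was 1.59, that of Apoa1. This comparison decides nothing, since 14 of the 21 were detected on no array and Apoa1 is in both sets. The median of the tested hepatocyte list, 0.270, decides nothing either. Of its 15 members, 8 were detected on every control array, where a small share of liver would not show. On the other side, Apoa2 and Ahsg, which are hepatocyte transcripts, rose in the same moderate mice, severe mouse 15 was high for the same transcripts, and control mouse 4 was high for Ttr, Ahsg, Ambp and Apoa1; Fgb was at background beside Fga and Fgg. Failing single probes, a source other than whole hepatocytes and expression by muscle of these mice stay open, and none of them was tested.

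Ucp1 fell in moderate cachexia together with white fat transcripts. The adipocyte list had a median of -1.24 in moderate cachexia and the brown adipocyte list of -0.60, both under the bound of -0.5 set beforehand. Ucp1 is itself among the 6 brown adipocyte genes tested, so that median is not independent of the fall to be explained. The brown adipocyte list also did not pass camera with all mice. By the adipocyte list, which does not hold Ucp1, more adipose tissue in the control samples is a candidate source of this fall. Severe mouse 11, whose adipocyte median was 0.38, also had Ucp1 within the range of the controls. Loss of fat by the wasting mice themselves gives the same values and was not tested.

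Chad (-3.23), Col22a1 (-2.14), Comp (-1.69) and Fmod (-1.66), transcripts of tendon and cartilage matrix, fell in severe cachexia with the whole list, whose median was -1.52 (-0.94 with genes at their bound), so less tendon in the severe samples is a candidate source of this fall. The list was low in moderate cachexia too, with medians of -1.37 to -0.457 in the mice, against -1.53 to -1.09 in the severe mice. Less tendon would thus have to hold for the moderate samples as well. Tnmd, a tenocyte marker named beforehand, was below the filter and was not tested, and Col1a1 fell too. Fibroblast markers as a list did not pass in severe cachexia with all mice (camera adjusted p = 0.108), where severe mouse 11 had a median of 0.067 and the others of -0.896 to -0.178, and passed as lower without that mouse (adjusted p = 0.00569, range 0.000505 to 0.745); between the stages they passed as lower without moderate mouse 12 (adjusted p = 0.0303) or severe mouse 11 (adjusted p = 0.000706), range 1.95e-06 to 0.84. Lower expression by the tendon cells of these mice gives the same values and was not tested.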

How the results depend on the processing

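Of the settings in this part, the replicate block, leaving out severe mice 11 and 15 together and taking any probe of a gene were chosen after the data were seen. No gene of Figs. 3A and 5C and no list passed in the opposite direction under an alternative, except macrophage markers between the stages. For the genes of Figs. 3A and 5C, 365 of 390 values under the alternatives kept direction and side of the threshold, 24 no longer passed and 1 newly passed; with single mice left out these were 366, 27 and 3 of 396, and under the added settings 58, 11 and 3 of 72. For the lists they were 1506, 77 and 37 of 1620, with single mice left out 1699, 30 and 52 of 1782 with 1 reversed, and under the added settings 286, 12 and 25 of 324 with 1 reversed.

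Counts at the paper's thresholds in moderate, in severe and in both stages were 1511, 1075 and 748 without background correction, 1500, 1066 and 737 with the deposited ratios, and 648, 453 and 310 with an offset of 50, an offset that shrinks folds of low signals by construction. Without background correction and with the deposited ratios, the same subtracted signals floored at 1 were used, so similar counts are no independent check. The share up in moderate cachexia was 44.5% with the deposited ratios and 52.8% with an offset of 50, against 49.2%. With any probe of a gene on the deposited ratios they were 1738, 1232 and 818. Genes that differed between the stages numbered 409 with no filter, 208 with only the arrays compared and 7 with the test the methods name; the cause was not tested. Clustering placed 11 arrays with their own group over genes chosen because they differed among the groups, and 5 with the deposited ratios, against 8. The 5 is only a best match of clusters to groups, since with those ratios all arrays but control replicates 1 and 2 of the labels shared 1 cluster. Division by the median of the controls removes what the controls share, so their scatter there follows largely from the ratio itself. Lists past the threshold between the stages were 4 with the deposited ratios, 13 with no filter and 5 with the mean of a gene's probes. With the correlation estimated, 0 lists passed camera in moderate, 0 in severe and 0 between the stages (7, 9 and 5 at an unadjusted p under 0.05; fry, another test of limma, called 37, 38 and 8).

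With single mice left out, genes changed in moderate cachexia numbered 2582 (without moderate mouse 5) to 4577 (without severe mouse 11), and those that differed between the stages 195 (without moderate mouse 5) to 715 (without control mouse 2), with 390 without moderate mouse 12 and 281 without severe mouse 16. Pearson's r between the stages was 0.795 to 0.836, and lists between the stages 6 (without control mouse 2 or moderate mouse 9) to 15 (without severe mouse 11). For macrophage markers between the stages the adjusted p was 0.0225 (without severe mouse 11) to 0.955; without severe mouse 11 they were lower in severe cachexia, the reverse of the direction with that mouse. Without severe mice 11 and 15, 1121 genes passed the paper's thresholds in severe cachexia, r was 0.806, 21 lists differed between the stages, and macrophage markers were likewise lower (adjusted p = 0.0104). Lists that passed between the stages under some alternatives and not otherwise, besides those named in other parts, had lowest adjusted p-values of 4.48e-05 (oxidative phosphorylation), 0.000123 (complement; unfolded protein response), 0.00398 (proteasome), 0.00769 (slow fiber), 0.00837 (adipocyte), 0.0115 (immunoproteasome), 0.0137 (amino acids), 0.0233 (glycolysis), 0.0243 (tendon), 0.0253 (autophagy) and 0.0322 (neuromuscular junction). With controls split between the stages, r was 0.734, 0.753, 0.806, 0.723, 0.786 and 0.796.

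A replicate block on the deposited ratios gave 249 genes between the stages, and 1544 and 1053 at the paper's thresholds in moderate and severe cachexia; the numbers do not pair the samples, since of 10 same-numbered pairs 1 had r over 0.1 (-0.348 to 0.126) and 2 correlated best with their own number. A block for the chip was not run. Signal over background limits the folds of genes near background, for which only bounds are given.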

Differences from the paper's values

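Of the tests in this part, those taking any probe of a gene or its probe with the largest fold, and the test among the groups over Table S5, were chosen after the values were seen. For Table 2, 24 of 29 genes could be compared, 24 had the same sign and 12 were bounds here; for Table 3, 27 of 30 could, 26 had the same sign and 8 were bounds. Of the alternatives set before the data were examined, those without background correction and with the deposited ratios brought within the paper's value the folds of this paragraph, and the others did not except where named. A fold is called within the paper's, or closed, if it lay within the gene's residual SD of it on the log2 scale. A closed fold thus need not equal the paper's. In moderate cachexia the paper's Table 2 gives 29.9 for Saa1 against 13.6 here, 26.6 for Il1r2 against 6.11, 24.5 for Apoa1 against 3.00, 22.1 for Ambp against 3.57, 17.2 for Maff against 8.43, -21.1 for Aqp4 against -11.3 (also closed without moderate mouse 9) and -17.3 for Lrrc38 against -11.7 (also closed without moderate mouse 9). In severe cachexia the paper's Table 3 gives 33 for Saa1 against 14.9, 15.7 for Csf2rb2 against 2.68, 15.45 for Vsig4 against 3.74, 15.2 for Il1r2 against 3.74, -28.4 for Rsph1 against -14.4, -21.1 for Aqp4 against -11.9, -15.4 for Mmd2 against -4.18 and -12.6 for Gdap1 against -7.60 (also closed without severe mouse 11).

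None of the alternatives set before the data were examined brought the next folds within the paper's. The paper's Table 2 gives 55.6 for Egln3 against 4.89 here, -20.6 for Dynlrb1 against -1.25 and -17.9 for Plcd4 against -7.22. The paper's Table 3 gives -20.6 for Myoz3 against -8.45, -20.4 for Plcd4 against -6.53, -18.4 for Kcng4 against -5.67, -18.1 for Rapgef6 against 1.08 and 15.7 for Itih4 against 6.28. With the deposited ratios alone they were 5.04 for Egln3, -1.25 for Dynlrb1, -9.53 for Plcd4 in moderate and -8.67 in severe cachexia. Myoz3 then had -8.795, Kcng4 -9.50, Rapgef6 1.09 and Itih4 10.0. Most of these gaps closed when the probe was changed as well. With the gene's probe of the largest fold on the deposited ratios, taken after the values were seen, they were 55.6 for Egln3, -20.6 for Dynlrb1, -19.1 for Plcd4 in moderate and -18.2 in severe cachexia, -20.6 for Myoz3, -18.4 for Kcng4, -18.2 for Rapgef6 and 15.7 for Itih4. By that choice 80 of the 87 folds compared, and 35 of the 38 that differ, lay within 0.1 of the paper's on the log2 scale.

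A count is called closed if it lay within a fixed ratio of the paper's, so a closed count need not equal it. By that rule, the 482 genes in both stages here were not counted as different from the paper's 700. Without background correction and with the deposited ratios, counts in moderate and in severe cachexia stayed below the paper's. At the paper's thresholds, the paper counts 1607 genes in moderate cachexia against 979 here and 907 in moderate cachexia alone against 497, both closed without background correction, with the deposited ratios and without moderate mouse 9, and by no other of these alternatives. It counts 1328 in severe cachexia against 686 here, closed without background correction, with the deposited ratios and without severe mouse 11. It counts 5 genes in opposite directions against 0 here, and 628 in severe cachexia alone against 204, which no alternative set before the data were examined closed. Its 26 genes of Table S5, against 10 here at those thresholds, are not a like comparison, since the legend of Fig. 5A names a test among the groups and no minimum fold; by such a test, run after the values were seen, 31 of the 56 tested had an unadjusted p under 0.05. With any probe of a gene on the deposited ratios, chosen after the values were seen, 1738 genes passed in moderate and 1232 in severe cachexia, 818 in both, 7 in opposite directions, 920 in moderate alone and 414 in severe alone. From Fig. 5B, read by eye, about 9 genes of Table S6 passed in severe cachexia alone, against 4 here, closed with the test the methods name, without moderate mouse 5 and without severe mouse 11. From Fig. 2B, read by eye, about 870 genes were higher in moderate cachexia, against 482 here (closed without background correction, with the deposited ratios and without moderate mouse 9), about 610 higher in severe cachexia, against 310 (closed without background correction and with the deposited ratios), and about 710 lower in severe cachexia, against 376 (closed by those and without severe mouse 11).

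Numbers on the schematic of Fig. 3B, read by eye, show about 12 for Fbxo32 in moderate cachexia against 9.48 here (closed without control mouse 3 among the alternatives set beforehand, and 11.5 with the probe of the largest fold on the deposited ratios), about 6.4 for Ctsl in moderate against 4.30 (closed without background correction, with the deposited ratios and without moderate mouse 9) and about 2.4 in severe cachexia against 1.87 (closed without background correction and with the deposited ratios). They show about -2.2 for Pik3cd in moderate against -1.55, about -2 in severe against -1.50, and about -5.4 for Slc8a3 in severe cachexia against -2.44, each closed without background correction and with the deposited ratios. They also show about 6.1 for Foxk1 in moderate against 2.65, about 2.9 for Insr in moderate against 1.68, about 3.3 for Igf1r in severe against 1.62, and for Pik3r1 about 2.7 in moderate against 1.68 and about 3.1 in severe against 1.93, which no alternative set beforehand closed. With the probe of the largest fold on the deposited ratios these were 6.07, 2.88, 3.33, 2.66 and 3.15. Bars of Fig. 5C, read by eye, show about 2.8 for Stat3 in moderate against 2.35, which no alternative set beforehand closed (the probe of the largest fold on the deposited ratios did), and about 7.5 for Fgg in moderate against 4.19, about 30 for Saa1 in moderate against 13.6 and about 33 in severe against 14.9, closed without background correction and with the deposited ratios.

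The genes the paper lists as shared (Table S2) went the same way here in 577 of 581 that could be tested in moderate and 576 in severe cachexia. Of the genes it lists for moderate cachexia alone (Table S3), 721 of 739 did, and of those for severe cachexia alone (Table S4), 485 of 502. In Table S2, 2 genes have opposite signs, Padi2 and Masp1, named here after their values were seen, while the paper's text counts more. The paper describes Actc1 and Myh8 as lower in severe than in moderate cachexia; here Actc1 was, and Myh8 was not (log2 difference 0.24, adjusted p = 0.697 from limma). Fig. 3A draws the array value of Actc1 as unchanged in moderate cachexia, where it fell here (-2.51), and its legend names the skeletal actin gene where the text names the cardiac one. The paper describes beta-actin and most tubulin genes as unchanged. Here Actb fell in severe cachexia, Tubb4b rose in both stages and Tubb1 rose in severe cachexia. The other tubulins tested, Tuba1b, Tubb4a and Tubg1, did not pass in either stage, nor did Gapdh and Aldoa. Fig. 4 places MAPK signaling, the G1 to S transition and EGF signaling among pathways that rose, which as lists did not pass here, though MAPK signaling passed in severe cachexia with the mean of a gene's probes (camera adjusted p = 0.0479) and without control mouse 2 (camera adjusted p = 0.0419). It places skeletal myogenesis, insulin signaling and the extracellular matrix among pathways that fell; the list here joins insulin and IGF with mTOR signaling, which the paper places among those that rose, and rose in moderate cachexia (camera adjusted p = 0.00371, adjusted p = 0.135 with an estimated correlation). The matrix list did not pass with all mice (camera adjusted p = 0.19 and 0.11), and passed as lower in severe cachexia without severe mouse 11 (camera adjusted p = 0.0125, range 0.00275 to 0.702) and without severe mice 11 and 15, chosen after the values were seen (camera adjusted p = 0.00275), which also made it lower in severe than in moderate cachexia (camera adjusted p = 0.0105, range 0.0105 to 0.999). Lists here were written by hand and are not the paper's databases. Otop1, Pdzd7, Cxxc6, Snf1lk, Tmem118, Gm1611, Serpina3m and D0H4S114 were not compared under those names.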

Other observations

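Of the tests in this part, those without severe mice 11 and 15 together and those with a replicate block were chosen after the data were seen, and ranges over the alternatives take in these settings. Genes of the citrate cycle and pyruvate metabolism fell in both stages: 25 of 44 fell and 2 rose in moderate (28 and 2 adjusted over the list alone; median log2 fold change -0.58, camera adjusted p = 3.74e-05, adjusted p = 0.425 with an estimated correlation), and 25 fell and 3 rose in severe cachexia (27 and 3 adjusted over the list alone; median -0.56, camera adjusted p = 7.14e-07, adjusted p = 0.289 with an estimated correlation). Dlat, a subunit of pyruvate dehydrogenase, had log2 fold changes of -1.84 and -1.42, and Mdh2, the mitochondrial malate dehydrogenase, of -0.84 and -0.97. Glycolysis and glycogen genes did not pass as a list (7 of 28 fell and 2 rose in moderate, 11 fell and 5 rose in severe cachexia; 6 and 2, then 13 and 5, adjusted over the list alone; camera adjusted p = 0.277 and 0.0575), with Pkm, pyruvate kinase, at -1.13 and -1.29. Their fall passed in severe cachexia without control mouse 1 (adjusted p = 0.0413), severe mouse 15 (adjusted p = 0.0174) or severe mouse 16 (adjusted p = 0.0469), without severe mice 11 and 15 (adjusted p = 0.00864), without background correction (adjusted p = 0.0481), with probes detected on at least 1 array (adjusted p = 0.0466) and with no filter (adjusted p = 0.0229), range 0.00864 to 0.471 across the alternatives. Nor did hypoxia-responsive genes (9 of 22 fell and 4 rose, then 10 and 3, also adjusted over the list alone; camera adjusted p = 0.433 and 0.0801), with Bnip3, a mitophagy receptor, at 1.79 and 1.02, though their fall passed in severe cachexia with no filter (adjusted p = 0.0268) and with probes detected on all 11 arrays (adjusted p = 0.0435), range 0.0268 to 0.289. Fatty acid oxidation did not pass against controls (9 of 34 rose and 7 fell in moderate, 6 and 6 in severe cachexia; 9 and 7, then 7 and 7, adjusted over the list alone; camera adjusted p = 0.433 and 0.568), and its medians (-0.07 and -0.13) and means (0.29 and 0.01) differed in sign. Ucp3, an uncoupling protein of muscle, rose by 1.64 in moderate cachexia. Amino acid and polyamine metabolism did not pass (10 of 25 rose and 6 fell, then 8 and 7; 10 and 7, then 10 and 8, adjusted over the list alone; camera adjusted p = 0.271 and 0.954), its severe median (-0.21) and mean (0.05) differed in sign, and Slc7a2, a transporter of cationic amino acids, had 2.39 and 1.19. The circadian clock did not pass against controls (5 of 14 rose and 4 fell, then 2 and 7; 5 and 4, then 2 and 9, adjusted over the list alone; camera adjusted p = 0.669 and 0.0533), though its fall passed in severe cachexia without control mouse 1 (adjusted p = 0.0452) or 3 (adjusted p = 0.0424), moderate mouse 5 (adjusted p = 0.049) or severe mouse 13 (adjusted p = 0.0345) or 16 (adjusted p = 0.048), without background correction (adjusted p = 0.0481) and with the other filters on detection (adjusted p = 0.00408 to 0.048), range 0.00408 to 0.264.

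Markers of further cell types in muscle were tested as lists in the same way. Endothelial markers did not pass as a list (7 of 20 rose in moderate and 4 in severe cachexia; 7 and 3 adjusted over the list alone; camera adjusted p = 0.0784 and 0.11) except, among the alternatives, in moderate cachexia without control mouse 2 (adjusted p = 0.0411) and with no filter (adjusted p = 0.0423, range 0.0411 to 0.465) and in severe cachexia with no filter (adjusted p = 0.0235, range 0.0235 to 0.465). Smooth muscle and pericyte markers did not pass (6 of 15 fell, then 3 fell and 1 rose, also adjusted over the list alone; camera adjusted p = 0.0937 and 0.28) except in moderate cachexia with no filter (adjusted p = 0.0184) and with a replicate block on the deposited ratios (adjusted p = 0.0478), range 0.0184 to 0.527. Peripheral nerve markers fell in 2 of 9 and 3 of 9 genes (the same adjusted over the list alone; camera adjusted p = 0.142 and 0.102), with Pmp2, a myelin protein, at -1.01 and -0.94, and as a list passed in severe cachexia with no filter (adjusted p = 0.0141) and with probes detected on at least 1 array (adjusted p = 0.0256), range 0.0141 to 0.467. Genes of the neuromuscular junction and denervation went both ways (3 of 17 rose and 4 fell, then 5 and 3; 3 and 6, then 6 and 4, adjusted over the list alone; camera adjusted p = 0.433 and 0.751; severe median 0.10 and mean -0.03), with Chrne, the adult subunit of the acetylcholine receptor, at -1.05 and -1.37, and Ache, acetylcholinesterase, at -1.38 and -1.20. Satellite cell markers did not pass (1 of 9 rose and 3 fell, then 3 and 1, also adjusted over the list alone; camera adjusted p = 0.718 and 0.426). Brown adipocyte markers fell in 3 of 6 and 1 of 6 genes (the same adjusted over the list alone; camera adjusted p = 0.127 and 0.272), and the list passed in moderate cachexia without severe mouse 11 (adjusted p = 0.0484), without severe mice 11 and 15 (adjusted p = 0.0368) and with only the arrays compared (adjusted p = 0.0338), range 0.0338 to 0.425. Erythroid markers (1 of 7 rose and 1 fell, then 1 rose, also adjusted over the list alone; camera adjusted p = 0.985 and 0.3) and markers of epithelium and the C26 tumor (2 of 5 rose in moderate and 0 in severe cachexia by limma, where 0 had an unadjusted p under 0.05, also adjusted over the list alone; camera adjusted p = 0.151 and 0.981) did not pass with all mice. The epithelial and tumor list passed as higher in moderate cachexia with no filter (adjusted p = 0.0247), with probes detected on at least 1 array (adjusted p = 0.041) and with a replicate block on the deposited ratios (adjusted p = 0.0431), range 0.0247 to 0.425. It passed as lower in severe than in moderate cachexia with these settings (adjusted p = 0.0143, 0.0336 and 0.00873) and without severe mouse 16 (adjusted p = 0.0226), range 0.00873 to 0.469. Of lymphocyte markers 1 could be tested, Cd8b1, at -1.16 and -0.76 (camera adjusted p = 0.165 and 0.234).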
